# Functional Categorization of Transcriptome in the Species *Symphysodon aequifasciatus* Pellegrin 1904 (Perciformes: Cichlidae) Exposed to Benzo[a]pyrene and Phenanthrene

**DOI:** 10.1371/journal.pone.0081083

**Published:** 2013-12-03

**Authors:** Renato de Souza Pinto Lemgruber, Nislanha Ana dos Anjos Marshall, Andrea Ghelfi, Daniel Barros Fagundes, Adalberto Luis Val

## Abstract

This study aims to evaluate the transcriptome alterations, through cDNA libraries, associated with the combined effects of two PAHs, benzo[a]pyrene (0.5 µg/L) and phenanthrene (50 µg/L), present in crude oil, on specimens of *Symphysodon aequifasciatus* (discus fish) after 48 h of exposure. The cDNA libraries were constructed according to the SOLiD™ SAGE™ protocol for sequencing in the SOLiD v.3 Plus sequencer. The results were analyzed by bioinformatics and differentially expressed genes were categorized using the gene ontology program. The functional categories (terms) found in the gene ontology and the gene network generated using STRING software were used to predict the adverse effects of benzo[a]pyrene and phenanthrene in the liver. In the present study, 27,127 genes (compared to *Danio rerio* database) were identified. Considering only those genes with a p-value less than or equal to 0.05 and greater than or equal to two-fold change in expression across libraries, we found 804 genes, 438 down-regulated (54%) and 366 up-regulated (46%), in the experimental group compared to the control. Out of this total, 327 genes were successfully categorized, 174 down-regulated and 153 up-regulated, using gene ontology. Using String, the gene network was composed by 199 nodes, 124 of them resulting in 274 interactions. The results showed that even an acute exposure of 48 h caused metabolic change in response to environmental contaminants, resulting in changes of cell integrity, in oxidation-reduction processes, in the immune response and disturbances of intracellular signaling of discus fish. Also the gene network has showed no central interplay cluster, exhibiting instead interconnected clusters interactions and connected sub-networks. These findings highlight that even an acute sublethal exposure of PAHs can cause metabolism changes that may affect survival of discus. Our findings using SOLiD coupled with SAGE-method resulted in a powerful and reliable means for gene expression analysis in discus, a non-model Amazonian fish.

## Introduction

The Amazon region has the highest diversity of freshwater fish in the world, with about 2,500 fish species known so far, and about 1,000 new species to be described [1], [2]. Despite its enormous importance, the Amazon fish fauna is threatened by a series of anthropogenic environmental disturbances such as overfishing [3], dam building for power generation [4] and water pollution by different sources of contaminants [5].

Discus fish (*Symphysodon aequifasciatus*) is an endemic species of the Amazon and one of the most commercially valuable species in the region, mainly as ornamental fish, for having bright colors and disc-shaped body [1], [6]. The reproductive and population parameters of this species were already studied in Piagaçu-Purus Sustainable Development Reserve (RDS-PP), lower Purus River (Brazilian Amazon) [7]. The species of this genus are unusual among fish species for parental care, in that both parents produce mucus secretions to feed their offspring after hatching [8], [9]. These features show the importance of studies concerning factors that could modify the biology of this species, such as the oil exploration and transportation down to Manaus. Discus occurs in these areas [6], [10].

The oil is extracted at the Urucu Oil Province and transported through pipelines and ships down the river to the Isaac Sabbá refinery (Reman) in Manaus to be refined [11]. Although oil and its byproducts are of great importance nowadays [12], the exploitation of this resource in the Amazon involves risks, such as the discharge of produced water and/or chronic or acute oil exposure, contaminating the environment, mainly, rivers and lakes. This type of contamination potentially causes irreversible damage to local biodiversity and social impacts [13]. Thus, several studies have tried to understand the possible biological responses of organisms of the Amazon to a possible environmental contamination by crude oil spill and oil derivatives [14], [15], [16], [17].

Among the components of oil, polycyclic aromatic hydrocarbons (PAHs) comprise a large number of organic compounds associated with toxicological effects on aquatic organisms [18], [19], [20]. As reviewed by [21], 16 PAHs are classified as priority for environmental studies by the United States Environmental Protection Agency (USEPA), including benzo[a]pyrene (BaP) and phenanthrene (Phe). Once absorbed (or uptaken) by organisms, PAHs may have its toxicity abolished, decreased or increased, by biotransformation processes, a series of reactions that transform the exogenous contaminants into more hydrophilic compounds and therefore more readily removable. However, these generated compounds that can bind covalently to cellular macromolecules such as proteins, DNA and RNA, causing cell damage, mortality, growth reduction, edema, cardiac dysfunctions, lesions, tumors, immune system damage and biochemical changes [18], [19], [22], which may compromise the health and survival of the individual.

Considering the potential risk of accidents due to petroleum mining activities and the importance of this fish species, this study aims to evaluate the sublethal effects of BaP and Phe after 48 h of exposure on the liver of the species *S. aequifasciatus*. Thus, the differentially expressed genes were identified and categorized using the Gene Ontology (GO) program [23], [24], and the gene network interactions were analyzed using the STRING (Search Tool for the Retrieval of Interacting Genes) software [25]. The identification and discussion of affected biological functions in liver of discus exposed to two PAHs indicate the risk of contaminants that can alter the normal biological function in this species and compromise its health and survival.

## Materials and Methods

### Fish sampling and exposure to PAHs

Twelve adult specimens of discus fish (*Symphysodon aequifasciatus*) were obtained from a local commercial dealer (“Prestige Aquário”, Manaus, AM, Brazil). They were acclimated in the laboratory using INPA's aerated groundwater for two weeks in 500 L tanks. During the acclimation period, animals were fed dry food pellets with 36% protein content (Purina) once a day. Forty-eight hours before the beginning of the experiments, feeding was suspended and fish were transferred to four 150 L-tanks, three fish per tank, where the experiment was performed. Fish remained without the addition of the contaminants for another 24 hours. Tanks 1 and 2 were set as control, where the fish were not exposed to any contaminant. Tanks 3 and 4 hold the fish exposed to combined sublethal levels of BaP and Phe.

The concentrations of BaP (SIGMA 40071) and Phe (SIGMA 442753) were 0.5 µg/L and 50 µg/L, respectively, both dissolved in DMSO (Dimethyl sulfoxide) (0.1 ml/L–0.01%). The same amount of DMSO (0.1 ml/L) was also added to the tanks 1 and 2 (control). The fish were carefully collected with an aquarium fish net after 48 h of exposure and euthanized by completely cervical spine dislocation. The liver of each fish was immediately excised using a sterile scissor and tweezers, stored separately in 2 mL-tube and immediately frozen in liquid nitrogen for proper conservation. An ichthiometer and a semi-analytical balance were used to determine the fish length and mass, respectively.

The physicochemical parameters of water were monitored at 0, 24 and 48 h. The pH values were measured using a pHmeter (Micronal model B374) and dissolved oxygen was measured with an oxygen meter (YSI, model 55/12 FT). The water temperature was maintained at 28°C.

### Total RNA extraction and SOLiD-SAGE cDNA library construction

Total RNA was extracted from *S. aequifasciatus* liver (20–30 mg) using 500 µL of TRIzol® (Invitrogen) according to the instructions of the manufacturer. RNA integrity was checked by 1% (m/v) agarose gel electrophoresis and the concentration and purity of RNA were determined by spectrophotometer readings at 260 and 280 nm, using NanoDrop®2000 (Thermo Scientific). RNA from six individuals (N = 6) was pooled in equal quantities to provide template for SOLiD libraries. Then, cDNA libraries were constructed according to the SOLiD™ SAGE™ (Serial Analysis of Gene Expression) protocols [26], [27], [28], using the full-scale emulsion PCR. The libraries were deposited in a 4-well slide for sequencing in the SOLiD v.3 Plus sequencer.

### Data analysis

The data generated by the SOLiD were analyzed using our own pipeline (Tamandua), for SAGE data analysis with next generation sequencers [29]. The genes were identified by comparison with the *Danio rerio* (zebrafish) database. Then, genes expression was normalized and was separated into two groups considering the value of their expressions, down-regulated (negative expression) and up-regulated (positive expression), in the experimental group compared to the control. Genes were considered differentially expressed when: 1) A greater-than-or-equal-to two-fold change in expression across libraries was observed; and 2) The p-value was less than or equal to 0.05. These differentially expressed genes were submitted to the gene ontology program (AmiGO version 1.8), against the database of annotated genes for *D. rerio*. The GO program has three general categories: Biological Process (BP), Cellular Component (CC), and Molecular Function (MF). For each category, there is a structure of terms or more specific levels in order to categorize the genes.

A paired student t-test was applied for each Gene Ontology (GO) term to evaluate differences between the measurements for the BaP and Phe-exposed and non-exposed group. For these tests, a p-value less than 0.05 were considered significant. Data were analyzed using R statistical environment version 3.0.1 [30].

We therefore used the STRING (Search Tool for the Retrieval of Interacting Genes) software (v.9.1) to look for known interactions among the genes. This is a large database of known and predicted protein interactions that cover more than 1,100 organisms [25]. All the down- and up-regulated genes (those successfully categorized in GO database) were submitted, together, using their gene symbols, against the STRING *D. rerio* database, selecting proteins interactions. This database includes direct (physical) and indirect (functional) associations that are derived from four sources: genomic context, high-throughput experiments, conserved co-expression and previous knowledge from literature. A confidence score for every protein–protein association was assigned to the network having that a higher score means that an association is supported by several types of evidence. Cluster networks were created using a value of 2 for the MCL clustering algorithm, which is included in the STRING website.

These two analyses were used to obtain insights into the BaP and Phe-induced changes of biological functions and the types of functions that were affected in discus by this combined exposure.

The high-throughput sequencing data have been deposited in the National Center for Biotechnology Gene Expression Omnibus (NCBI GEO) database (Accession number GSE51149).

### Ethics statement

All experimental procedure was approved by the Ethics Committee on Animal Use of the Brazilian National Institute for Research in the Amazon (CEUA-INPA) (Protocols 001/2011 and 050/2012).

## Results

No animal died during the experiment. The discus fish (*S. aequifasciatus*) used in both control and experimental groups showed no significant difference in the length (cm) and mass (grams) (N = 6 for all treatments, “t-student” test, p<0.05) (**Table 1**). The measured physicochemical parameters also showed no change between the control and the experimental group (p<0.05, t-test), indicating that the experiment was performed under similar conditions in the tanks (**Table 2**).

**Table 1:** Length (cm) and mass (g) of the fish in the control and experimental group.

Group	Length (cm)	Mass (g)
**Control**	14.42±0.90	106.67±20.66
**Experimental**	13.40±1.39	80.83±22.68

Results are presented as mean and standard deviation. (N = 6 to all treatments).

**Table 2:** Physicochemical parameters of water in tanks.

Group tank	pH	Dissolved oxygen (mg.L^−1^)	Temperature (°C)
**Control**	6.78±0.26	5.12±0.47	28
**Experimental**	6.72±0.24	5.37±0.62	28

Results are presented as mean and standard deviation.

We sequenced 95,278,865 tags in total, 32,311,242 tags in the control group and 62,967,623 tags in the experimental group. 

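Liver RNA of 6 discus fish was pooled for each library, so that each group is represented by 1 library (no replicates). The control fish were held with the solvent DMSO alone at 0.1 ml/L, and the experimental fish with 0.5 µg/L BaP and 50 µg/L Phe for 48 h. In SOLiD-SAGE a short tag is read from each transcript, and the number of times the tag is read is a measure of the abundance of that transcript. For 324 genes, the authors deposited the 21-base tag assigned to the gene and its count in each library, without normalization, together with their log2 fold change and their unadjusted p-value. The listed genes are those that the authors had already called differentially expressed and that had a GO annotation, and the remaining genes were not analysed here. Gene symbols and identifiers are the zebrafish ones given in the files, and the tags were not placed on a genome. Tag counts of the listed genes ranged from 7 to 420784 in the control library (median 1247.5) and from 24 to 1923106 in the experimental library (median 1518.5). Together they made up 1503774 of the 32311242 control tags, or 4.65% (95% Wilson confidence interval 4.65% to 4.66%), and 4120944 of the 62967623 experimental tags, or 6.54% (6.54% to 6.55%). The gene with the largest count alone took 1.30% of the control tags and 3.05% of the experimental tags. At these depths 3 counts correspond to 9.28e-06% of the tags in the control library and 4.76e-06% in the experimental library. A log2 ratio of experimental over control was computed per gene after adding 0.5 to each count and scaling to the number of tags sequenced, with an exact binomial 95% confidence interval. Each gene was tested with a Fisher exact test of its count against the rest of the library. Both the interval and the test cover sampling error only, because variation between fish cannot be estimated from 1 library per group.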

The comparison of control and experimental libraries resulted in a total of 1,140,779 unique tags. Out of this total, 27,127 genes were identified. 

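In the files analysed here, 324 genes have tag counts in both libraries, of which 173 decreased and 151 increased in the experimental library. All 324 had a Fisher exact p at or below 0.05 and at least a 2-fold change after scaling to the tags sequenced (no replicates), and the largest of these p-values was 2.08e-08. Because the list holds only genes that the authors had selected by the same thresholds, the direction and the passing of most genes follow from that selection. An edgeR exact test that assumes a biological coefficient of variation of 0.2 lost no listed gene, so the outcome depends on the value assumed. With an edgeR exact test that assumes a biological coefficient of variation of 0.4, a setting for the unknown spread between fish pools, 158 genes passed, 128 down-regulated and 30 up-regulated. Adding the scaling of the authors' log2 fold changes to that test, a choice made after seeing the data, moved the count furthest, to 140 genes. Of these, 78 were down-regulated and 62 up-regulated, so the balance of directions among the genes that passed depended on the scaling.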

Considering only those genes with a p-value less than or equal to 0.05 and a greater-than-or-equal-to two-fold change in expression across libraries, we found 804 genes, 438 down-regulated (54%) and 366 up-regulated genes (46%), in the experimental compared to the control group. Based on the normalized expression of genes, we generated a MA-plot graph, for comparison of gene expression in the experimental and control groups. The x-axis is an estimate of the relative abundance of each transcript across the two libraries, and the y-axis is a measure of differential expression (Log_2_FC). 

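The smallest absolute log2 ratio among the 324 genes was 1.04 (no replicates). Down-regulated genes had log2 ratios from -3.85 to -1.57 with a median of -1.92 (95% interval from resampled counts -1.93 to -1.88), and up-regulated genes from 1.04 to 5.40 with a median of 1.34 (1.31 to 1.37). The largest increases were in ensaa (endosulfine alpha a, identifier 569530), from 48 to 3993 tags with a log2 ratio of 5.40 (exact 95% confidence interval 5.01 to 5.86), and in a zgc gene without a descriptive name (identifier 100150682), from 7 to 370 tags with a log2 ratio of 4.66 (3.70 to 6.09). They were followed by or124-1, an odorant receptor gene (4.29, interval 3.50 to 5.37), snrpd1 (4.02, interval 3.88 to 4.17) and znf395 (3.17, interval 2.69 to 3.73). The largest decreases were in another zgc gene (identifier 751630), from 5569 to 750 tags with a log2 ratio of -3.85 (-3.97 to -3.74), and in dvl1b (dishevelled homolog 1b, identifier 560032), from 6833 to 979 tags with a log2 ratio of -3.77 (-3.86 to -3.67). The next were myo5b (-3.69, interval -3.73 to -3.65), tceb1b (-3.52, interval -3.73 to -3.32) and plcd3b (-3.45, interval -3.54 to -3.37). Scaling by the median of ratios over the listed genes moved the medians most, to -0.308 for down-regulated and 2.95 for up-regulated genes. That scale is set by the median listed gene, which is down-regulated. With the scaling of the authors' log2 fold changes the medians were -1.655 and 1.600. The difference in size between the directions therefore depended on the scaling. From the fold changes of its own normalized values, the paper states that every gene it calls differentially expressed lies at or beyond the 2-fold lines.

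**Figure D1:**
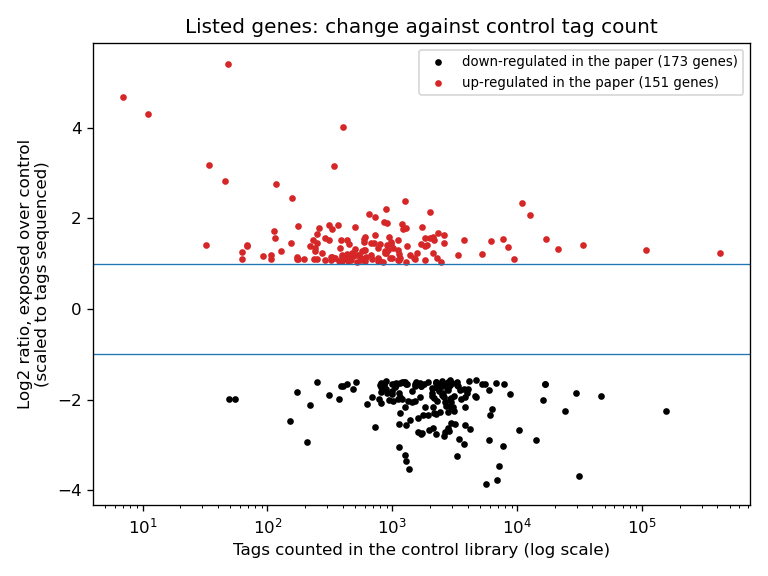
Log2 ratio of experimental over control, scaled to the tags sequenced, against the tag count in the control library on a log axis, with 1 point per listed gene. Black points are the 173 down-regulated genes, between -3.85 and -1.57, red points are the 151 up-regulated genes, between 1.04 and 5.40, and the blue lines mark a 2-fold change.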

The solid blue horizontal lines show where genes with two-fold change in expression fell, so all the genes with differential expression in this analysis show two-fold, or greater, differences between treatments (red points) (Figure 1).

**Figure 1:**
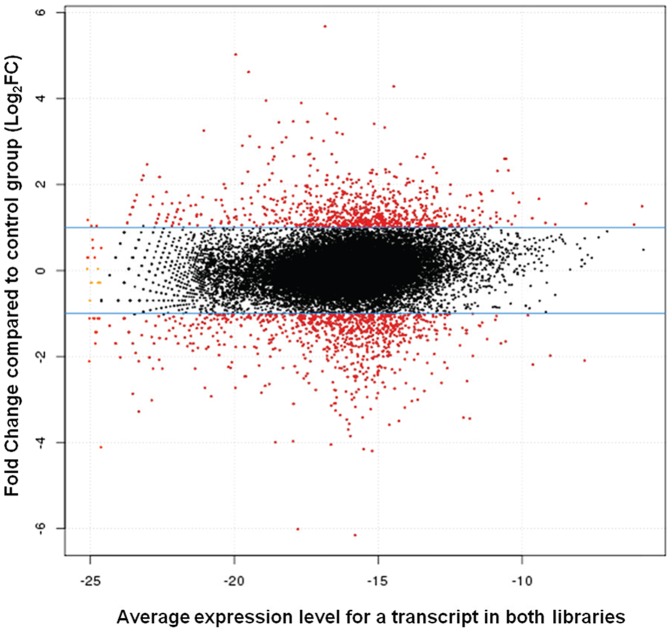
MA-plot of differentially expressed genes in benzo[a]pyrene and phenanthrene-exposed and non-exposed fish. The x-axis is an estimate of the relative abundance of the transcript (a measure of the average expression level for each transcript across the two libraries), and the y-axis is a measure of differential expression (Log_2_FC). The solid blue horizontal lines show where genes with two-fold differences in expression fell (Log_2_FC = 1), so all the genes with differential expression in this analysis show at least two-fold differences between treatments (red points).

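Tables S1 and S2 joined to the tag counts gave 324 genes, 173 down-regulated and 151 up-regulated. Of the down-regulated genes, 130 had at least 1 annotation in biological process, 135 in cellular component and 148 in molecular function. Among the up-regulated genes these numbers were 111, 119 and 130. Down-regulated genes had a median of 2169 tags in the control library and 933 in the experimental library, and up-regulated genes a median of 600 and 3229 (no replicates). With at least 10 counts required in both libraries, 323 genes remained.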

Out of the total of genes submitted to the gene ontology (compared to *D. rerio* database), 327 genes were successfully categorized, 174 down-regulated and 153 up-regulated genes. 

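The annotations that the authors retained in Tables S1 and S2 were counted once per gene and term. The 173 down-regulated genes carried 783 annotations to 297 terms, made up of 108 terms in biological process, 49 in cellular component and 140 in molecular function. For the 151 up-regulated genes there were 749 annotations to 323 terms, with 120 in biological process, 43 in cellular component and 160 in molecular function. Terms that the authors removed before making these tables were not analysed here.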

The down-regulated genes resulted in 399 terms, corresponding to 199 terms within the group related to biological process, 56 in cellular component and 144 in molecular function, while the up-regulated genes resulted in 413 terms, corresponding to 203 terms within the group related to biological process, 48 in cellular component and 162 in molecular function. Since multiple terms may be identified for the same gene, only the most relevant terms in the context of this study were selected. For each three broad categories (biological process, cellular component and molecular function), two pie chart graphs were generated, one containing the corresponding Top20 terms of down-regulated genes and the other containing the Top20 terms of up-regulated genes. In both cases, Top20 terms are those with highest percentage of representation within each of the three general categories. The other terms, in addition to Top20, with percentage of representation equal to or less than 1% of total, were grouped and are represented in the pie chart as well (Complete list in Tables S1 and S2).

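Among the 218 biological process annotations of the down-regulated genes, 26 (11.9%, 95% Wilson confidence interval 8.3% to 16.9%) were to the root term "biological process". Next came regulation of transcription, DNA-dependent, with 21 annotations (9.6%, 6.4% to 14.3%), and transcription, DNA-dependent, with 13 (6.0%, 3.5% to 9.9%). Metabolic process had 7 annotations (3.2%) and phosphorylation 6 (2.8%). The 21 genes of the regulation of transcription term had log2 ratios from -2.88 to -1.58 (no replicates). As a share of the 130 genes with a biological process annotation, the root term rose to 20% and regulation of transcription to 16.2%.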

For the down-regulated genes, 109 terms were selected in the biological process category, 12% of which classified in the “biological process” term, followed by “regulation of transcription, DNA-dependent” (10%), “transcription, DNA-dependent” (6%), “metabolic process” (3%), phosphorylation (3%). The remaining Top20 terms were represented at proportions less than or equal to 2%. The other 88 terms, in addition to the Top20, totalized 43% (Figure 2A). 

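For the up-regulated genes, 20 of the 223 biological process annotations (9.0%, 95% Wilson confidence interval 5.9% to 13.4%) were to the root term. Oxidation-reduction process and transport had 11 annotations each (4.9%, 2.8% to 8.6%), and regulation of transcription, DNA-dependent, had 10 (4.5%, 2.5% to 8.1%). The log2 ratios of the 11 oxidation-reduction genes ran from 1.11 to 2.75 (no replicates). Counted per gene instead of per annotation, the root term made up 18.0% of the 111 annotated genes and oxidation-reduction process 9.9%.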

For the up-regulated genes, 120 terms were selected in the biological process category, 9% of which classified in the “biological process” term, followed by “oxidation-reduction process” (5%), “transport” (5%) and “regulation of transcription, DNA-dependent” (5%). The other 100 terms, in addition to the Top20, totalized 48% (Figure 2B). Figure 3 shows the comparison between the percentage of Top20 terms related to the down-regulated (black bars) and up-regulated genes (white bars), selected in the Biological Process category.

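Regulation of transcription, DNA-dependent, made up 9.6% of the down-regulated annotations (Wilson interval 6.4% to 14.3%) and 4.5% of the up-regulated annotations (2.5% to 8.1%). These intervals treat annotations as independent, so their overlap does not test the difference. Counted by genes, the term had 10 up-regulated and 21 down-regulated genes (Fisher exact p = 0.129, Benjamini-Hochberg adjusted 0.783). In a Fisher exact test of genes with a term against genes without it, run over every term with at least 5 genes in any category, the smallest unadjusted value was for DNA binding, with 7 up-regulated and 19 down-regulated genes (Fisher exact p = 0.0410, Benjamini-Hochberg adjusted 0.783).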

**Figure 2:**
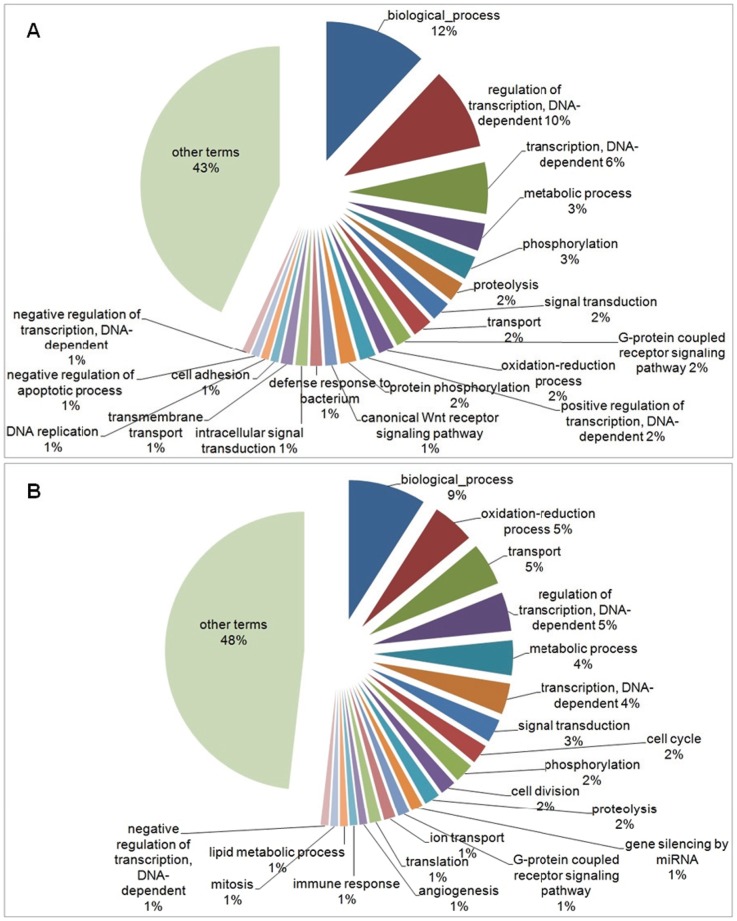
Pie-chart of Top20 GO terms for Biological Process category. Representation of Top20 GO terms results from the down- (a) and up-regulated genes (b), for Biological Process category, in the experimental group compared to control. The other terms, in addition to Top20, were represented together.

**Figure 3:**
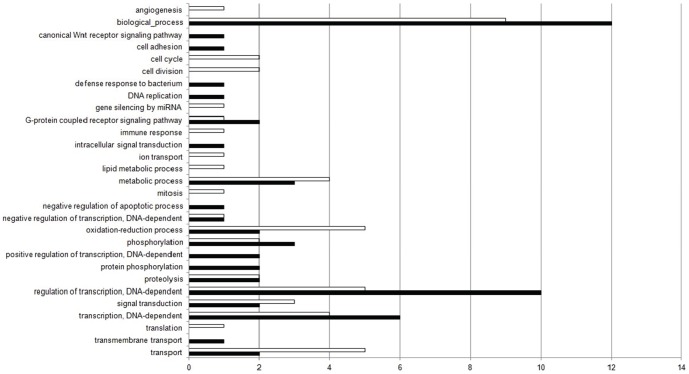
Comparison of Top20 GO terms found in the Biological Process category. Percentage of Top20 terms related to the down-regulated (black bars) and up-regulated genes (white bars), selected in the Biological Process category.

Among the 49 terms selected for the cellular component category, for the down-regulated genes, 19% were classified in “cellular component”, 14% in “nucleus”, 12% in “membrane”, 11% in “integral to membrane”, 6% in “cytoplasm” and 5% in “intracellular” term. 

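Of the 213 cellular component annotations of the down-regulated genes, 40 (18.8%, 95% Wilson confidence interval 14.1% to 24.6%) were to the root term, 29 (13.6%, 9.6% to 18.9%) to nucleus and 25 (11.7%, 8.1% to 16.8%) to membrane. Integral to membrane had 24 annotations (11.3%), cytoplasm 12 (5.6%) and intracellular 11 (5.2%). The 29 genes annotated to nucleus had a median log2 ratio of -1.94 (no replicates). When the share was taken over the 135 annotated genes, nucleus reached 21.5%.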

The other 29 terms, in addition to the Top20, totalized 14% (Figure 4A). 

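In the up-regulated genes, 35 of 191 cellular component annotations (18.3%, 95% Wilson confidence interval 13.5% to 24.4%) were to the root term, followed by membrane with 23 (12.0%, 8.2% to 17.4%) and integral to membrane with 21 (11.0%, 7.3% to 16.2%). Nucleus had 19 annotations (9.9%), intracellular 14 (7.3%) and cytoplasm 9 (4.7%). The 23 membrane genes had log2 ratios from 1.04 to 4.29 (no replicates). Using the 119 annotated genes as the denominator gave 19.3% for membrane and 29.4% for the root term.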

For the up-regulated genes, among 43 terms selected, 18% were classified in “cellular component” term, followed by “membrane” (12%), “integral to membrane” (11%), “nucleus” (10%), “intracellular” (7%) and “cytoplasm” (5%). The other 23 terms, in addition to the Top20, totalized 12% (Figure 4B). Figure 5 shows the comparison between the percentage of Top20 terms related to the down-regulated (black bars) and up-regulated genes (white bars), selected in the Cellular Component category.

**Figure 4:**
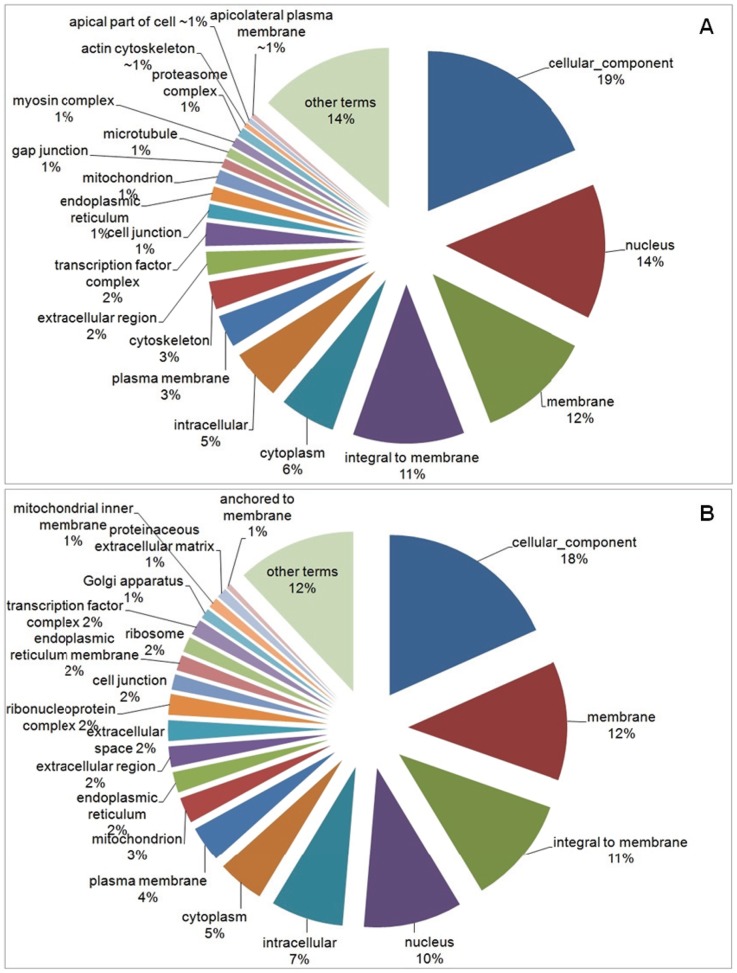
Pie-chart of Top20 GO terms for Cellular Component category. Representation of Top20 GO terms results from the down- (a) and up-regulated genes (b) for Cellular Component category, in the experimental group compared to control. The other terms, in addition to Top20, were represented together.

**Figure 5:**
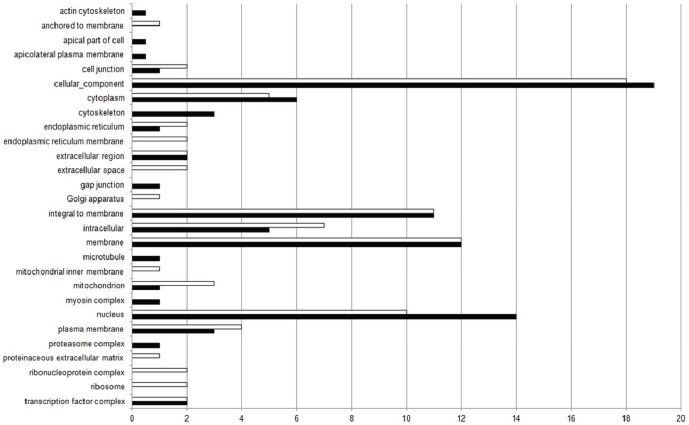
Comparison of Top20 GO terms found in the Cellular Component category. Percentage of Top20 terms related to the down-regulated (black bars) and up-regulated genes (white bars), selected in the Cellular Component category.

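The down-regulated genes had 352 molecular function annotations, of which 24 (6.8%, 95% Wilson confidence interval 4.6% to 9.9%) were to the root term. DNA binding and nucleotide binding had 19 each (5.4%, 3.5% to 8.3%), and sequence-specific DNA binding transcription factor activity had 16 (4.5%, 2.8% to 7.3%). The genes annotated to DNA binding had log2 ratios from -2.76 to -1.58 (no replicates). Per annotated gene, of which there were 148, DNA binding made up 12.8% and the root term 16.2%.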

Within the molecular function category, among the 140 terms selected for the down-regulated genes, the first four Top20 terms were: “molecular function” (7%), “DNA binding” (5%), “nucleotide binding” (5%) and “sequence-specific DNA binding transcription factor activity” (5%). The other 120 terms, in addition to the Top20, totalized 43% (Figure 6A). For the 160 terms selected for the up-regulated genes, 7% related to “molecular function”, followed by “zinc ion binding” (5%), “nucleotide binding” (5%), “metal ion binding” (4%) and “nucleic acid binding” (4%). 

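Molecular function annotations of the up-regulated genes numbered 335, with 22 (6.6%, 95% Wilson confidence interval 4.4% to 9.7%) to the root term and 17 (5.1%, 3.2% to 8.0%) to zinc ion binding. Nucleotide binding had 16 (4.8%), metal ion binding 15 (4.5%) and nucleic acid binding 13 (3.9%). The 17 zinc ion binding genes had log2 ratios from 1.04 to 4.66 (no replicates). The change from annotations to the 130 annotated genes raised zinc ion binding to 13.1%.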

The other 140 terms, in addition to the Top20, totalized 48% (Figure 6B). Figure 7 shows the comparison between the percentage of Top20 terms related to the down-regulated (black bars) and up-regulated genes (white bars), selected in the Molecular Function category.

**Figure 6:**
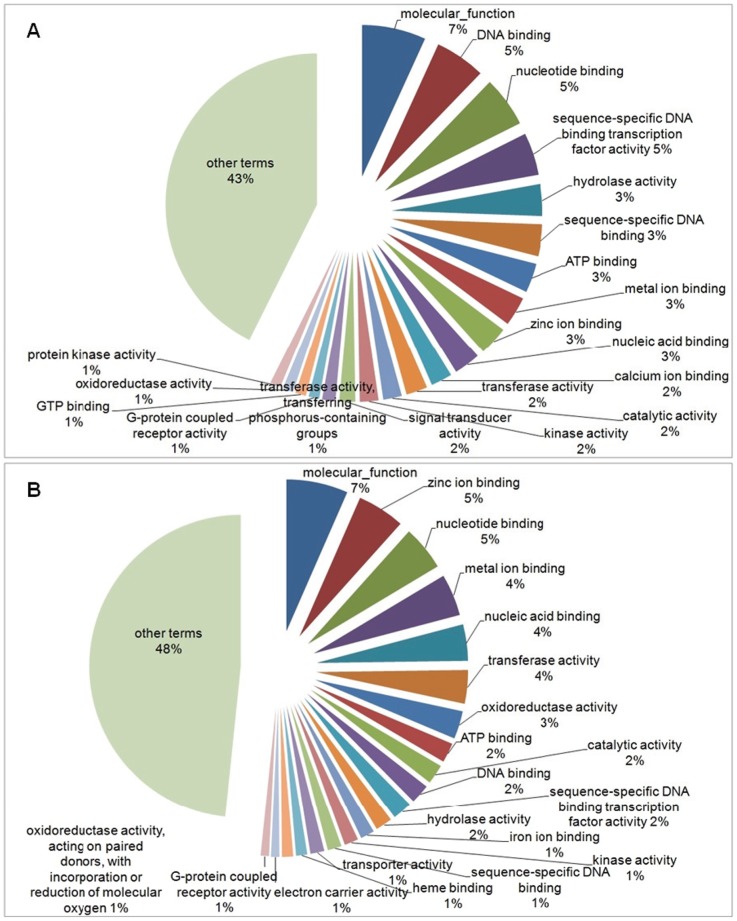
Pie-chart of Top20 GO terms found in the Molecular Function category. Representation of Top20 GO terms results from the down- (a) and up-regulated genes (b) for Molecular Function category, in the experimental group compared to control. The other terms, in addition to Top20, were represented together.

**Figure 7:**
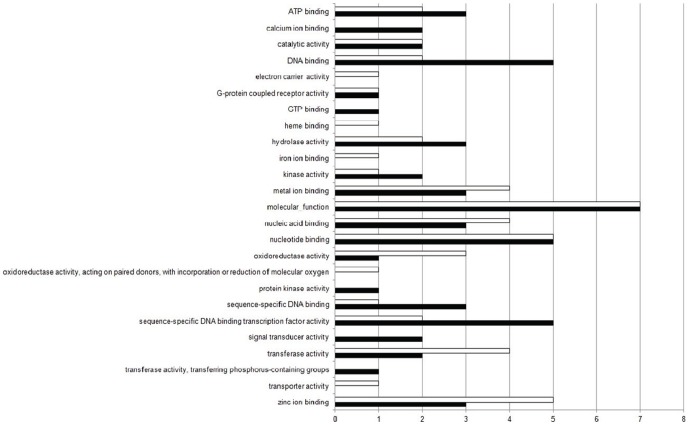
Comparison of Top20 GO terms found in the Molecular Function category. Percentage between the Top20 terms related to the down-regulated (black bars) and up-regulated genes (white bars), selected in the Molecular Function category.

Using the STRING software, a confidence gene network interaction was generated merging all genes expressed (successfully categorized in the GO) in the liver of discus fish. The proteins are represented with nodes and the interactions with continuous lines represent direct interactions (physical), while dashed lines represent indirect interactions (functional). Thicker lines indicate higher confidence score for protein-protein association. Nodes with no interactions have been hidden.

199 nodes composed the final confidence gene network, 124 of them resulted in 274 interactions. 

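The lists in Tables S3 and S4 gave 199 nodes, of which 124 had at least 1 interaction, and 274 interactions. By the tag counts, 85 nodes were up-regulated and 112 down-regulated, and 2 could not be matched to a gene with a direction. Combined scores had a median of 0.242 and a lowest value of 0.151. The nodes with the most partners, mab21l2 and snrpd1, had 14 each.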

Out of all interactions, seven were labeled as “highest confidence” (score>0.9), seven were labeled as “high confidence” (0.7–0.9), 18 were labeled as “medium confidence” (0.4–0.7) and 242 were labeled as “low confidence” (<0.4). 

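Sorting the combined scores into the paper's classes gave 7 interactions of highest, 7 of high, 18 of medium and 242 of low confidence. Of those with a known direction at both ends, 5 of 7 in the highest class, 4 of 7 in the high class, 16 of 18 in the medium class and 110 of 239 in the low class joined an up-regulated and a down-regulated gene.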

The gene network shows five major clusters, namely Cluster 1, Cluster 2, Cluster 3, Cluster 4 and Cluster 5, with interconnected interactions and sparsely connected sub-networks (Figure 8, Tables S3 and S4). 

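Cluster 1 held 20 genes (8 up-regulated, 12 down-regulated), cluster 2 held 14 (5 and 9), cluster 3 held 12 (6 and 6), cluster 4 held 15 (7 and 8) and cluster 5 held 13 (7 and 6). Interactions inside the clusters numbered 46, 26, 14, 28 and 18 in the same order, and interactions to genes outside them 28, 34, 9, 31 and 17. The highest combined score inside a cluster was 0.974 in cluster 2, and in cluster 3 it was 0.35. From these links within and between the groups, the paper describes 5 interconnected clusters with sparsely connected sub-networks.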

The genes grouped in each of the five clusters are highlighted in Figures S1–S5 and Table S5.

**Figure 8:**
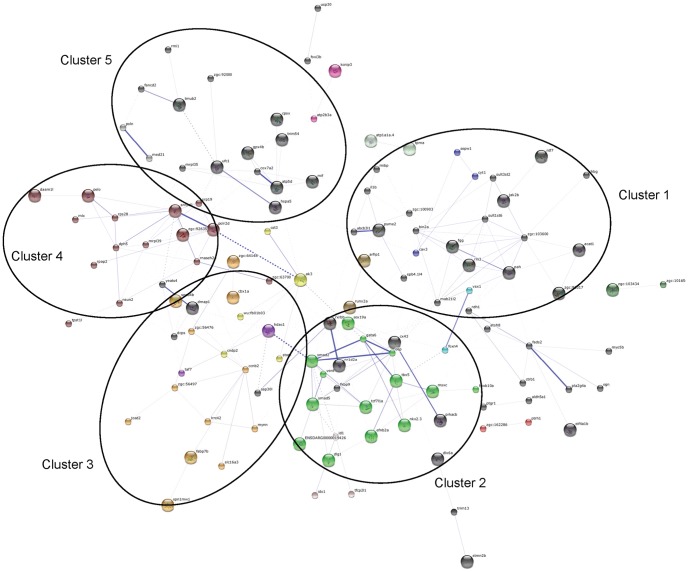
Gene network interactions using the STRING v.9.1 software. Interactions of genes (or proteins) expressed in the liver of discus fish 48 h exposed to benzo[a]pyrene and phenanthrene. Continuous lines represent direct interactions (physical), while dashed lines represent indirect ones (functional). Thicker lines represent stronger associations. Nodes with no interactions have been hidden.

## Discussion

The oil exploitation in the Amazon is a reality. Considering the potential risk of accidents due to petroleum activity, including mining and transportation, it is important to investigate how species will respond to a possible oil contamination, from molecular to ecological perspective. Since a xenobiotic response in an organism begins at molecular or biochemical levels, they have high toxicological relevance. The adverse effects will increase over time if they are not compensated by cellular protective mechanisms [31], [32].

The molecular responses to contaminants exposure in Amazon fish fauna remain mostly unknown for a large number of species. This study aimed to evaluate the sublethal effects of BaP and Phe-exposure on transcriptional gene regulation in the discus fish, *S. aequifasciatus*, by its association with functional categories (terms) found in the gene ontology and gene network interactions generated by STRING software to predict the adverse effects in the liver. Furthermore, we were the first to use the SOLiD platform, a next-generation sequencing (NGS), to assess the transcriptome in this species.

Using the SOLiD v.3 Plus platform, about 95 millions of sequenced tags in the two libraries, control and experimental, were generated. By comparison with *D. rerio* database, we were able to identify 27,127 genes. Since *D. rerio* has 28,770 annotated genes [33], if we consider the same number of genes in these two species, this would represent approximately 94% of the genes identified for the species *S. aequifasciatus*. The data resulting from this study using SOLiD-SAGE methodology coupled with proper bioinformatic tools we could identify a large number of genes, even for a non-model species, which emphasizes the importance of this study, a pioneer for this neotropical fish A series of functional categories (according to GO) were identified and associated with responses to environmental stress. As pointed out by [23], [24], it is important to note that the genes can be annotated under more than one ontology term, since a gene, or its product, can have more than one molecular function, being involved in several biological processes, as well as acting at several places in the cell. Furthermore, the gene ontology annotation considers the whole organism, not an individual organ. Because of this, we selected only those terms that were relevant in context of this study. For example, for the gene *stmn2b*, the gene ontology search returns, in the biological process category, that the gene can be annotated to the terms: “nervous system development” and “regulation of microtubule polymerization or depolymerization”. 

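The gene stmn2b (stathmin-like 2b, identifier 100003563) was represented by the tag ACCACGGCTTCAGGATGACCC, counted 1740 times in the control library and 11908 times in the experimental library. Its log2 ratio was 1.81 (exact 95% confidence interval 1.74 to 1.89, no replicates), and it had 1 partner in the network. Median-of-ratios scaling moved this value to 3.42. The paper uses this gene as an example of a term it set aside, reasoning that an annotation to the nervous system has no meaning in liver.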

Since we are working with liver, the term “nervous system development” does not make sense in the context of our study and was therefore excluded from our analysis (Table S2. The term “nervous system development” is not being shown in this table).

The exposure to xenobiotics compounds leads to activation of detoxification process, mainly in liver (central detoxification organ), which includes different types of enzymes classified in phase-I and phase-II detoxification process. The main biotransformation process is related with the cytochrome P450 heme proteins, a family of microsomal monooxygenases enzymes found mainly in the endoplasmic reticulum membrane [18], [34]. From our results, an increase in transcripts encoding “oxidation-reduction process” (BP) (p-value = 3.943e-13), “endoplasmic reticulum membrane” (CC) (p-value = 0.0009649), “electron carrier activity” (MF) (p-value = 0.001611), “heme binding” (MF) (p-value = 7.965e-05), “iron ion binding” (MF) (p-value = 9.934e-05), “oxidoreductase activity” (MF) (p-value = 1.054e-11) and “oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen” (MF) (p-value = 0.00245) were found (Figures 2B, 3, 4B, 5, 6B and 7). 

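Oxidation-reduction process was annotated to 11 up-regulated genes (7.3% of 151) and 4 down-regulated genes (2.3% of 173), a difference with a Fisher exact p = 0.0602 and a Benjamini-Hochberg adjusted value of 0.420 over the 30 terms that the paper names with a p-value. Oxidoreductase activity was annotated to 10 up-regulated and 4 down-regulated genes (Fisher exact p = 0.0972). The other terms had 3 up and 1 down (endoplasmic reticulum membrane), 3 and 2 (electron carrier activity), 4 and 2 (heme binding), 5 and 2 (iron ion binding), and 4 and 1 (oxidoreductase activity on paired donors), with Fisher exact p-values from 0.188 to 0.667. None of the 30 terms had an adjusted value at or below 0.05, and 13 of them had too few genes to reach 0.05 even unadjusted. The paper applied a paired test to each term between the groups and does not state which measurements were paired. Here the log2 ratios of all listed genes with the term, in both directions, were put to a sign-flip permutation test. Its units are genes instead of fish. For the 15 oxidation-reduction genes the mean log2 ratio was 0.464 (permutation p = 0.325), and for the 14 oxidoreductase genes it was 0.458 (permutation p = 0.346). Restricted to the up-regulated genes, whose sign is fixed by the selection, the oxidation-reduction term gave a permutation p = 0.00106. The paper takes the terms of its up-regulated genes as an increase in transcripts of these categories.

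**Figure D2:**
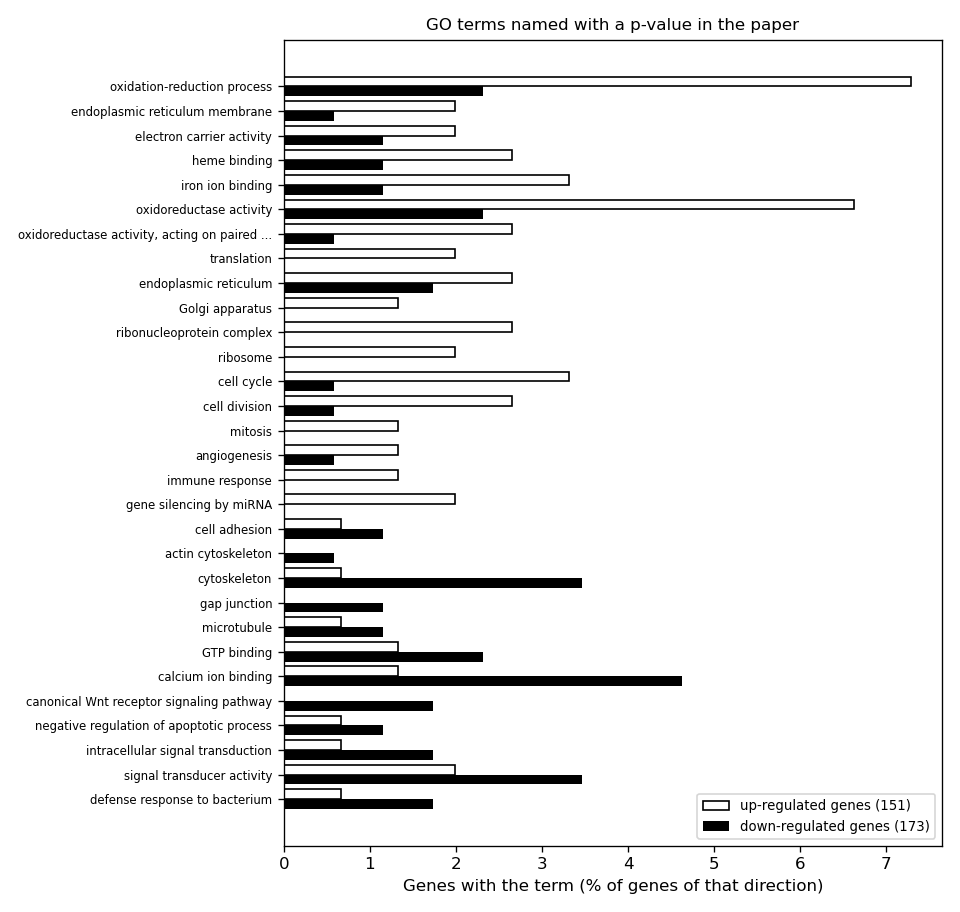
Percentage of the 151 up-regulated genes (white bars) and of the 173 down-regulated genes (black bars) annotated to each of the 30 GO terms that the paper names with a p-value, on an axis that starts at 0. Oxidation-reduction process has the longest bar, 7.3% of up-regulated and 2.3% of down-regulated genes, and calcium ion binding the longest black bar, 4.6%.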

These functional categories together indicate an increase of xenobiotic-metabolizing process related to BaP and Phe-exposure. 

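The files list 4 cytochrome P450 genes. Of these, 3 were up-regulated, with log2 ratios from 1.34 to 2.75, control counts from 116 to 2321 and experimental counts from 1187 to 14540 (no replicates). The other was down-regulated, from 3714 to 919 tags, with a log2 ratio of -2.98. On the linear scale of the counts, the sign-flip test of oxidoreductase activity, the term shared by such enzymes, gave a permutation p = 0.0873 in place of 0.346. The paper reasons from the categories taken together that xenobiotic metabolism increased with the exposure.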

The main objective of biotransformation process is to facilitate the excretion of compounds by its transformation to more water-soluble compounds, in a series of reactions including oxidation, reduction and hydrolyzing. In general, the reaction cascade involves substrate binding to prosthetic heme ferric iron (Fe3^−^) of the monooxygenases, reduction of this iron by electron transfer and subsequently, binding of O_2_. The next steps involve the addition of a second electron, which originates peroxide, followed by cleavage of the O–O bond, hydroxylation of the substrate and, finally, the release of the product [18], [34]. 

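Each of translation, ribosome, ribonucleoprotein complex and Golgi apparatus was annotated to up-regulated genes only, with 3, 3, 4 and 2 genes. Ribonucleoprotein complex, with log2 ratios from 1.10 to 4.02, had a Fisher exact p = 0.0462 against the 0 down-regulated genes, and an adjusted value of 0.420 over 30 terms. Translation and ribosome had a Fisher exact p = 0.100 each, and Golgi apparatus had 0.216. Endoplasmic reticulum was annotated to 4 up-regulated and 3 down-regulated genes (Fisher exact p = 0.709), with a mean log2 ratio of -0.192 (exact sign-flip p = 0.813). The exact sign-flip test cannot go below 0.25 with 3 genes, 0.125 with 4 or 0.5 with 2, which are the values these single-direction terms gave. Among genes with a p-value of at most 0.01 in Tables S1 and S2, the larger share for endoplasmic reticulum moved to the down-regulated genes (Fisher exact p = 0.630). From these categories among its up-regulated genes, the paper reads an increase of translation, which it associates with more capacity for protein synthesis. It adds that this increase cannot be tied fully to xenobiotic-metabolizing enzymes.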

Furthermore, functional categories, in up-regulated genes, associated with terms “translation” (BP) (p-value = 1.004e-08), “endoplasmic reticulum” (CC) (p-value = 8.985e-07), “endoplasmic reticulum membrane” (p-value = 0.0009649), “Golgi apparatus” (CC) (p-value = 5.14e-07), “ribonucleoprotein complex” (CC) (p-value = 8.986e-08), “ribosome” (CC) (p-value = 2.687e-09) (Figures 2B, 3, 4B and 5), indicate an increase of translational process, which is rather associated with higher capacity of protein synthesis. Indeed, xenobiotic compounds induce firstly an increase of transcriptional (not observed here) and subsequently translational processes of the genes coding for the xenobiotic-metabolizing enzymes. Although, an increase of translational processes was observed, it cannot be fully associated with xenobiotic-metabolizing enzymes, since other processes may also take place within the cell.

We observed an enrichment of functional categories, associated with down-regulated genes, such as “cell adhesion” (BP) (p-value<2.2e-16), “actin cytoskeleton” (CC) (p-value = 6.085e-09), “cytoskeleton” (CC) (p-value<2.2e-16), “gap junction” (CC) (p-value = 0.0002338), “microtubule” (CC) (p-value = 0.004577) (Figures 2A, 3, 4A and 5). 

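Cytoskeleton was annotated to 6 down-regulated genes (3.5%) and 1 up-regulated gene (0.66%), with a Fisher exact p = 0.127. Its 7 genes had a mean log2 ratio of -1.60 (exact sign-flip p = 0.03125, adjusted 0.469 over 30 terms). Cell adhesion had 2 down-regulated genes and 1 up-regulated gene, with a mean log2 ratio of -0.334 (exact sign-flip p = 1, with 0.25 the smallest possible for 3 genes). Actin cytoskeleton had tbx5a as its only gene, gap junction had 2 down-regulated genes, and microtubule had 2 down-regulated genes and 1 up-regulated gene. The Fisher exact p-values of these last terms were 1, 0.501 and 1, and terms of 1 to 3 genes cannot reach 0.05 in either test. Requiring an absolute log2 ratio of at least 1.5 left the same cell adhesion genes but 50 up-regulated genes in all, so that the larger share was then 1 of 50 up-regulated against 2 of 173 down-regulated genes (Fisher exact p = 0.535). The paper reads these terms among the down-regulated genes as an enrichment and relates them to cytoskeletal organization and tissue integrity. Enrichment over genes that did not change was not tested here.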

These terms may reflect an altered cytoskeletal organization, disruption of cellular shape and liver tissue integrity. The cytoskeleton is a complex of diverse filamentous structures. The three major types are: actin filaments, intermediate filaments and microtubules. The role of cytoskeleton is not only as structural component, but also participates in many other processes, such as: intracellular transport, secretion, organization of cytoplasm, and generation of mechanical forces within the cell. The cytoskeleton and its structure are important to maintain the shape and integrity of a cell and a tissue, and for a cell-matrix and cell-cell adhesion and communication as well [35], [36]. Like our study, cytoskeleton disorganization by contamination-exposure was observed in hepatic cells of zebrafish (*D. rerio*) exposed to mercury [37]. Larvae of *D. rerio* exposed to Bisphenol-A also resulted in a deregulation of actin cytoskeleton and tight junction [38]. Also microcystins-exposure (a type of toxin produced by cyanobacteria) in primary cultured rat hepatocytes, induced a disruption and collapse of cytoskeleton [39]. These contaminants led to cytoskeleton alterations, resulting in abnormal cellular integrity, like found in our work. Deleterious effects on the integrity of actin cytoskeleton were also observed in haemocytes of copper- and cadmium-exposed mussel (*Mytilus galloprovincialis*). 

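Calcium ion binding was annotated to 8 down-regulated genes (4.6%), with log2 ratios from -3.45 to -1.57, and to 2 up-regulated genes (1.3%), with log2 ratios of 1.04 and 1.59 (Fisher exact p = 0.112). The mean log2 ratio of the 10 genes was -1.23 (permutation p = 0.0231 by sign flips, adjusted 0.469 over 30 terms). GTP binding had 4 down-regulated and 2 up-regulated genes (Fisher exact p = 0.689), with a mean log2 ratio of -1.02 (exact sign-flip p = 0.281). Taking differences of counts on the linear scale raised the permutation p of calcium ion binding to 0.338. The paper proposes that both terms relate to the cytoskeleton through proteins that control filament formation.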

Other terms found, in down-regulated genes, may also be related to cytoskeleton alterations: “GTP binding” (MF) (p-value<2.2e-16) and “calcium ion binding” (MF) (p-value<2.2e-16) (Figures 6A and 7), since both GTP and Ca^2+^, despite their importance as intracellular signaling molecules, are related to proteins that control the filament formation – resulting in microtubule (de-) polymerization – and cross-linking of the actin network [35], [36]. In addition, the “canonical Wnt receptor signaling pathway” (BP) (p-value = 5.066e-06) term (or Wnt/β-catenin signaling pathway) (Figures 2A and 3), associated with down-regulated genes, may also be related with observed alterations in cytoskeleton, as discussed above. 

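The canonical Wnt receptor signaling pathway was annotated to 3 down-regulated genes and 0 up-regulated genes (Fisher exact p = 0.251). Their log2 ratios ran from -3.77, for dvl1b, to -1.61, for tcf7l1a (no replicates), and their counts summed to 14980 control tags and 6087 experimental tags. With 3 genes of the same sign the exact sign-flip p is 0.25, the smallest possible. Keeping only genes with an absolute log2 ratio of at least 1.5 left the same 3 genes and moved the Fisher exact p to 1. That move comes only from the up-regulated total, which fell from 151 to 50, and says nothing about the term. The paper proposes a link to the cytoskeleton through β-catenin, which is shared by the Wnt and cadherin complexes.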

Since β-catenin, a component of Wnt complex, is also an important component of cadherin complexes, involved in cell-cell junction, and is needed to form links between cadherins and intracellular actin cytoskeleton [40].

Environmental contaminants can also alter normal process within the cell, inducing adverse effects such as DNA adduct [41], necrosis [42], edema and cardiac malformations [17], [38], and disruption of ionic regulatory mechanism [16], [43]. Tissue damage and stress can activate signal pathways to cell turnover, apoptosis and also may leads to cancer [44], [45]. We, interestingly, observed an overrepresentation of “cell cycle” (BP) (p-value = 0.002141), “cell division” (BP) (p-value = 0.002466), “mitosis” (BP) (p-value = 0.04194), “angiogenesis” (BP) (p-value = 0.0002882) terms and underrepresentation of “negative regulation of apoptotic process” (BP) (p-value = 2.694e-10) term (Figures 2 and 3). 

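Cell cycle was annotated to 5 up-regulated genes and 1 down-regulated gene (Fisher exact p = 0.101), and cell division to 4 and 1 (Fisher exact p = 0.188). Mitosis had 2 up-regulated genes (Fisher exact p = 0.216), and angiogenesis had 2 up-regulated genes and 1 down-regulated gene (Fisher exact p = 0.600). Cell cycle, cell division and mitosis shared ensaa, whose log2 ratio of 5.40 rests on 48 control tags (no replicates). Negative regulation of apoptotic process was annotated to 2 down-regulated genes, with log2 ratios of -2.05 and -1.76, and to 1 up-regulated gene, with 1.71 (Fisher exact p = 1). On the linear scale the mean difference of cell cycle changed sign (exact sign-flip p = 1, against 0.375 on the log2 scale). The paper reasons from the terms of both directions that signals for cell turnover and liver remodeling were activated.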

Considering the great capacity of liver regeneration [46], [47], these terms suggest, despite the adverse effects of BaP and Phe-exposure, an activation of signaling pathway leading to cell turnover, resulting in hepatic tissue remodeling or regeneration affected by xenobiotic compounds. Cell turnover was also detected in the epithelial intestine cell of the species *Epinephelus coioides* after one week and also after four weeks of exposure to BaP [48]. Furthermore, these authors, as well as our study, did not found an increase of apoptotic process between the treatments and the controls. Epithelial intestine cell turnover associated with mucus production was also detected in carp (*Cyprinus carpio*) induced orally by endosulfan, a type of insecticide. Although, the authors suggested that it seems to be associated with activation of adaptive mechanisms to protect the epithelium from pesticide [49]. Tilapia (*Oreochromis mossambicus*) epithelial gill cells exposed to hyperosmotic salinity stress also presented cell turnover and proliferation [50]. In addition, down-regulated genes associated with “canonical Wnt receptor signaling pathway” term may also be related to antagonize the known oncogenic actions of Wnt/β-catenin signaling network [40].

The “canonical Wnt receptor signaling pathway” (BP) (p-value = 5.066e-06) term also may be related to underrepresentation of “intracellular signal transduction” (BP) (p-value = 1.39e-15), “GTP binding” (MF) (p-value<2.2e-16) and “signal transducer activity” (MF) (p-value<2.2e-16) terms (Figures 6A and 7). 

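Signal transducer activity was annotated to 6 down-regulated and 3 up-regulated genes (Fisher exact p = 0.511), with a mean log2 ratio of -0.774 (exact sign-flip p = 0.410). Intracellular signal transduction had 3 down-regulated genes, with log2 ratios from -3.77 to -2.33, and 1 up-regulated gene, smad2, with 1.91 (Fisher exact p = 0.626, no replicates). The exact sign-flip p of intracellular signal transduction was 0.25, where 4 genes allow none below 0.125. When only the 6 down-regulated genes of signal transducer activity were used, the exact sign-flip p was 0.03125, the smallest that 6 genes of the same sign allow. The paper proposes that lower Wnt signaling relates to the smaller representation of these signaling terms.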

The Wnt family is related with a broad range of processes within the cell, by transcriptional activation of target genes related to cell fate determination, cell proliferation, sense alterations in fuel availability and cellular stress, cancer, cellular metabolism and many other functions that still remain to be addressed to understand this pathway. Indeed, the canonical Wnt-signaling pathway (or β-Catenin-dependent Wnt signaling) has been subjected of intense investigation over the last years [40], [51]. To elucidate all the mechanisms implicated in the Wnt pathway is beyond the scope of this work. We suggest future studies to understand the regulation of gene expression associated with this important and complex signaling pathway in response to contaminants in fish.

The stress can suppress immune function in fish. In this study, we observed an overrepresentation of “defense response to bacterium” (BP) (p-value = 0.006356) term (Figures 2A and 3) associated with down-regulated genes, which indicate a decreased resistance to infection. 

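Defense response to bacterium was annotated to 3 down-regulated genes, with log2 ratios from -2.02 to -1.76, and to 1 up-regulated gene, with 1.17 (no replicates). The share was 1.7% of down-regulated and 0.66% of up-regulated genes (Fisher exact p = 0.626), and the exact sign-flip p was 0.25, with 0.125 the smallest possible for 4 genes. Limiting the genes to those with an absolute log2 ratio of at least 1.5 dropped the up-regulated gene and kept the 3 down-regulated genes. The Fisher exact p = 1 then comes from the up-regulated total, which fell from 151 to 50, and does not speak against the term. The paper takes the term among down-regulated genes as lower resistance to infection.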

Immune suppression was also observed by [52] in *Pomacentrus moluccensis* associated with heat-responsive genes. The immune response in trout (*Salmo clarkii*) was also affected in a lake contaminated by different types of contaminants [53]. A suppression of immune function and a depletion of resistance against bacterium after 48 h-exposure to BaP were also detected in Japanese medaka (*Oryzias latipes*) [54]. 

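Immune response was annotated to 2 up-regulated genes and 0 down-regulated genes (Fisher exact p = 0.216). Their log2 ratios were 1.17 and 1.46, from control counts of 484 and 153 tags (no replicates). The exact sign-flip p was 0.5, the smallest that 2 genes allow, and stayed at 0.5 on the linear scale. The paper weighs this increase together with the defense term and proposes that the immune response was altered, with further study needed.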

But, curiously, we also noted an increase of transcripts associated with “immune response” (BP) (p-value = 4.333e-05) term (Figures 2B and 3). These two terms together suggest an alteration of immune response associated with BaP and Phe-exposure and that the spent-energy involved in the contaminants metabolism provide a challenge to the immune system. However, further investigation is needed to understand the role of contaminants in the immune functions in discus fish. Indeed, although the effects of PAHs in fish commonly suppress immune functions, it depends on the mode of exposure, the dose used and/or the species being analyzed [20].

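Gene silencing by miRNA was annotated to 3 up-regulated genes and 0 down-regulated genes (Fisher exact p = 0.100). By their names all of them are microRNA genes, so no gene of another kind carried the term. Log2 ratios ran from 1.26 to 1.52, with control counts from 63 to 390 tags and experimental counts from 295 to 2188 tags (no replicates). The exact sign-flip p of 0.25 is the smallest for 3 genes. Among genes with a p-value of at most 0.01 in Tables S1 and S2, 1 up-regulated gene was left. The Fisher exact p of 0.438 then follows from the totals of both directions and does not speak against the term.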

Other interesting term associated with up-regulated genes was “gene silencing by miRNA” (BP) (p-value = 8.626e-05) (Figures 2B and 3). MicroRNAs (miRNAs) are endogenous and small non-coding RNAs that can play important regulatory roles in animals and plants and are involved in post-translational gene regulation by targeting mRNAs for cleavage or translational repression. Their roles included regulation of developmental process, cell differentiation and proliferation, apoptosis and cancer susceptibility [55]. Additional studies would shed light on the regulatory roles of microRNAs in discus fish exposed to contaminants, since its regulatory mechanisms are still unclear.

Finally, the first terms observed in the pie chart graphs, for the three broad categories, are: “biological process”, “cellular component” and “molecular function”, respectively for each category with the same name (Figures 2–7). According to the gene ontology definition, these terms are used for those gene products whose biological process, cellular component and molecular function, respectively, are not yet known in a more specific level. Since these genes associated with these “unknown” functional categories were expressed in this study, it suggests that these genes may also take place in important roles in BaP and Phe-metabolism in discus fish. 

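The root terms were annotated to 26 down-regulated and 20 up-regulated genes for biological process, 40 and 35 for cellular component, and 24 and 22 for molecular function. Their median log2 ratios were -1.98 and 1.32, -1.82 and 1.41, and -1.96 and 1.35 in the same order (no replicates). Per annotated gene, the cellular component root term had the largest share, 29.6% of down-regulated and 29.4% of up-regulated genes. Since these genes of unknown function were among those that changed, the paper proposes that they have roles in the metabolism of BaP and Phe.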

However, their functions remain to be elucidated as well as their roles in contaminant exposure.

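No gene in the network had more than 14 partners among the 124 interacting nodes. The nodes with the most partners were mab21l2 and snrpd1 with 14, oep with 13 and ak3 with 11. Interactions from a cluster to genes outside it ranged from 9 (cluster 3) to 34 (cluster 2). Leaving out mab21l2 took the interactions with a known direction from 271 to 257. That fall is its number of partners, so this step cannot show whether a cluster is central. From such links between clusters, the paper concludes that the network has no central cluster.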

Analyses with STRING revealed no central interplay cluster, exhibiting network interactions with different clusters connected. The interaction between genes in cluster 4 reveals processes involved in the transcriptional and translational regulation in the cell and cell metabolism as well. 

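Tags of pelo (identifier 394111) rose from 383 to 1902, a log2 ratio of 1.35 (exact 95% confidence interval 1.19 to 1.51), and those of rps28 (identifier 406307) from 1105 to 5273, a log2 ratio of 1.29 (1.20 to 1.39). For snrpd1 (identifier 192331) the count rose from 405 to 12801, a log2 ratio of 4.02 (3.88 to 4.17), while dph5 (identifier 492514) went from 151 to 53, a log2 ratio of -2.46 (-2.95 to -2.01, no replicates). Combined scores were 0.478 for snrpd1 and dph5, 0.47 for pelo and rps28, and 0.355 for rps28 and snrpd1. The remaining pairs among these genes that had an interaction scored from 0.243 to 0.25. Under median-of-ratios scaling the log2 ratio of dph5 was -0.853, and that of snrpd1 was 5.63. The paper relates the functions of these genes to the control of metabolism and protein folding in the cell.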

The genes presented in this cluster are related, among others, with functions such as cell cycle and division (*pelo*) and rRNA export from nucleus (*rps28*), constituent of ribosome (*rps28* and *snrpd1*), metabolic process (*dph5*). These functions play an important role in the control of intracellular metabolism and protein folding. From cluster 2, we note the interactions between genes related with intracellular signal transduction and control of transcription. The down-regulated gene *tcf7l1a*, which is related to canonical Wnt receptor signaling pathway and *smad* genes, up-regulated in our study, are both related to intracellular signal transduction. 

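The tag of tcf7l1a (identifier 30523) was counted 2919 times in the control library and 1860 times in the experimental library, a log2 ratio of -1.61 (exact 95% confidence interval -1.70 to -1.53). Counts of smad2 (identifier 30639) rose from 900 to 6577, with a log2 ratio of 1.91 (1.81 to 2.01), and counts of smad5 (identifier 30641) from 557 to 2278, with a log2 ratio of 1.07 (0.935 to 1.21, no replicates). The combined score of tcf7l1a was 0.429 with smad2 and 0.36 with smad5. With the median of ratios as the scale, the log2 ratio of tcf7l1a was -0.00098. That scale puts the median listed gene near 0, and tcf7l1a lies close to that median, so this value is fixed by the scale. The paper places these genes together as parts of intracellular signal transduction.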

These genes physically interact with *vent, mscx, gata6* and *oep* genes and indirectly with *tbx5*. All genes, but *mscx*, were down-regulated. 

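Down-regulated genes of this group were vent (identifier 64810), from 821 to 490 tags with a log2 ratio of -1.71 (exact 95% confidence interval -1.87 to -1.54), and gata6 (identifier 58076), from 2091 to 1136 tags with a log2 ratio of -1.84 (-1.95 to -1.74). The count of oep (identifier 30304) went from 2922 to 993 tags with a log2 ratio of -2.52 (-2.62 to -2.42), and that of tbx5a (identifier 30071) from 2506 to 1502 tags with a log2 ratio of -1.70 (-1.79 to -1.61). In contrast, msxc (identifier 30526) rose from 289 to 1196 tags, with a log2 ratio of 1.08 (0.900 to 1.28, no replicates). The counts of vent, gata6, oep and tbx5a fell although the experimental library was deeper by a factor of 1.95. Median-of-ratios scaling left vent at -0.0950 and tbx5a at -0.0893. It puts the median listed gene, which is down-regulated, near 0, so genes close to that median come out near 0 by construction. The tags of vent and oep begin with TGTG, a start that was more common among the down-regulated genes. Whether such tags belong to the genes they were assigned to is not known, and the intervals do not cover this.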

These down-regulated genes agree with the fact that they are related with transcription factor activity and are involved in biological process of regulation of transcription and DNA binding, which trigger gene expression. Also, the interactions between *tbx5, gata6, oep* and *smad2* were labeled with a high score from previous knowledge by text mining in STRING database (Table S4). 

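Combined scores were 0.974 for oep and smad2, 0.914 for oep and gata6, 0.878 for gata6 and smad2, 0.71 for gata6 and tbx5a, and 0.249 for oep and tbx5a. The text mining part of these scores was 0.759, 0.914, 0.878, 0.71 and 0.249 in the same order. Of these genes, smad2 was up-regulated and the others down-regulated. At a combined score of at least 0.4 the network kept 32 interactions, 25 of them between an up-regulated and a down-regulated gene (permutation p = 0.00207, against 0.857 for all interactions). The paper connects these links with an increase of translation and no increase of transcription.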

These observations are connected, as discussed above for gene ontology analyses, with an increase of translational processes (and not observed, in fact, of transcriptional) related with xenobiotic-metabolizing response.

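The tag of cox7a2 (identifier 554103) was counted 2102 times in the control library and 664 times in the experimental library, a log2 ratio of -2.62 (exact 95% confidence interval -2.75 to -2.50). The count of atp5d (identifier 335709) rose from 1877 to 9707, a log2 ratio of 1.41 (1.34 to 1.48, no replicates). The combined score of this pair was 0.963, the highest inside cluster 5, and its text mining part was 0.08. Their log2 ratios became -1.01 and 3.02 under median-of-ratios scaling. The paper reads the pair as a sign of control over energy production in liver.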

Other observation is the high scored relationship between *cox7a2* (cytochrome c oxidase, subunit VIIa 2) and *atp5d* (ATP synthase, H^+^ transporting, mitochondrial F1 complex, delta subunit) genes in cluster 5. These genes participate in the energy system production and are located in the mitochondrial membrane, which function is ATP synthesis in the respiratory chain reaction [56]. This interaction shows the workflow control for energy production regarding the metabolic demand in liver. 

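Counts of gpx4b (identifier 352929) rose from 247 to 1315 tags, a log2 ratio of 1.45 (exact 95% confidence interval 1.25 to 1.65, no replicates). Its combined score was 0.266 with atp5d and 0.241 with cox7a2, both in the paper's low confidence class. The value that differed most from the main one was 3.06, from scaling by the median of ratios. The paper relates the gene to the response to oxidative stress in mitochondria.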

Also, it is observed the interaction of these both genes with the up-regulated *gpx4b* (glutathione peroxidase 4b) gene that is related with the response for oxidative stress produced within the cell, particularly in mitochondria. Actually, glutathione peroxidases are also largely used as a potential biomarker for environmental contamination [18].

As mentioned above, integrating STRING result, a global analysis from clusters 1 to 5 highlighted no central interplay cluster or gene. The genes interactions occur in intricate pathways integrating down- and up-regulated genes. 

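Of the 271 interactions with a known direction at both ends, 135 (49.8%) joined an up-regulated and a down-regulated gene. Shuffling the directions over the 121 nodes, 51 up-regulated and 70 down-regulated, gave a mean of 133.3 such interactions (95% of shuffles between 116 and 149, permutation p = 0.857). Among the 32 interactions with a combined score of at least 0.4 there were 25 (78.1%), against a mean of 16.4 (11 to 22, permutation p = 0.00207). The paper describes the network as pathways that integrate down- and up-regulated genes.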

Although the up-regulated *ak3* gene could be pointed out as a potential integrator center, in a first moment, its interaction with other genes was not high scored by STRING program. 

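The tag of ak3 (identifier 406404) was counted 886 times in the control library and 4037 times in the experimental library, a log2 ratio of 1.22 (exact 95% confidence interval 1.12 to 1.33, no replicates). It had 11 partners, 3 up-regulated and 8 down-regulated. Its combined scores had a median of 0.205 and a highest value of 0.899, and 1 of them was at least 0.7. Median-of-ratios scaling gave a log2 ratio of 2.84. The paper says that ak3 could at first be seen as a potential integrating center, but that its interactions were not scored high.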

Adenylate kinase (ak) proteins catalyze the interconversion of ADP to ATP and AMP, regulating energetic and metabolic signaling pathways within the cell, securing efficient cell energy economy, signal communication and stress response [57]. Nevertheless, the absence of a key cluster or gene high scored may be linked with the challenge to point out one main biomarker in environmental contamination studies. As reviewed by [18], the gene expression response to contaminants in fish depends on many factors, such as the type and concentration of contaminant, the age and species, water conditions and the tissue analyzed. For example, *cyp1a* gene is largely used as a potential biomarker in oil contamination [18], [58], but its expression as biomarker is also susceptible. While our study this gene did not appear up-regulated, [17] identified *cyp1a* as a potential biomarker in *Astronotus ocellatus* using oil-derived contaminants. 

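No gene with the symbol cyp1a is among the 324 genes in the files analysed here, which list only genes called differentially expressed, so its count in each library is not known. The 4 cytochrome P450 genes in the files had log2 ratios of -2.98 for the down-regulated gene and from 1.34 to 2.75 for the 3 up-regulated genes (no replicates). The paper takes the absence of cyp1a from its up-regulated genes as an example of a biomarker whose response depends on conditions.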

Meanwhile, although [59] observed that crude oil induced CYP1A expression in tambaqui (*Colossoma macropomum*), as expected, they also showed that the CYP1A activity is induced by humic substances (HS), which is naturally presented in Amazon rivers [60]. In addition, many others parameters interact with the biota and the environmental challenge-response result from a complex gene regulation process, not yet fully understood. This highlights the importance of further studies in this area and the importance of avoiding environmental pollution.

Taken together, the present data suggest that the response of liver of discus fish to BaP and Phe-exposure is an integrated gene network, instead of a cascade of a manager gene or cluster. 

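Of the 124 nodes with interactions, the most connected had 14 partners, and the 5 clusters held 12 to 20 genes each. Every cluster held genes of both directions, and Fisher exact tests of direction against membership gave p-values from 0.586 to 1. Without mab21l2, which ties with snrpd1 for the most partners, 132 of 257 interactions joined genes of opposite direction (permutation p = 0.534). The same step without snrpd1 was not run. Given the lack of a dominant gene or cluster, the paper proposes that the response is an integrated network.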

In addition, this gene network represents the first comprehensive transcriptome map for the liver in discus fish exposed to BaP and Phe and provides an initial comparison base for further transcriptome studies.

Our findings using the SOLiD, a next-generation sequencing, coupled with SAGE-method resulted in a powerful and reliable means for gene expression analysis in discus fish, a non-model Amazonian organism, which lacks a reference genome. The results from this study also showed that the combined sublethal 48 h exposure of benzo[a]pyrene and phenanthrene in discus fish (*S. aequifasciatus*) induced an increase of oxidation-reduction and translational processes, disruption of cell integrity, disturbance of intracellular signaling and immune function alterations. 

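Across the 30 GO terms behind these statements, 0 had a Benjamini-Hochberg adjusted Fisher exact value at or below 0.05 for a difference between up- and down-regulated genes, and 1 had an unadjusted value at or below 0.05. With their number of genes, 13 of the 30 terms could not have reached an unadjusted Fisher exact value of 0.05 whatever the directions. For the sign-flip test with all genes of a term this held for 20 terms, and of the 10 that could reach 0.05, 2 did, cytoskeleton and calcium ion binding. On the linear scale 0 of the same 10 did. With only the genes of the direction named in the paper, 5 terms had enough genes, and all 5 passed because their signs were fixed by the selection. The Fisher exact tests compare directions within the listed genes, so a process changed in both directions would not show. Enrichment over unchanged genes was not tested, because unchanged genes are not among the listed ones. The paper bases its conclusions on its own test of each term together with the functions of the terms.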

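The terms behind cell renewal were annotated to 5 up-regulated genes and 1 down-regulated gene for cell cycle and to 2 and 1 for angiogenesis. The 6 cell cycle genes had a mean log2 ratio of 1.32 (exact sign-flip p = 0.375, no replicates). Among genes with a p-value of at most 0.01 in Tables S1 and S2, the Fisher exact p of cell cycle moved from 0.101 to 1. From terms of both directions, the paper reasons that the response led to renewal of liver cells.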

However, despite the adverse effects, the results also indicated a counter-regulatory response leading to liver cell renewal.

## Supporting Information

Figure S1 **Cluster 1 from gene network interactions using the STRING v.9.1 software.** Detail of genes grouped in the cluster 1 (Figure 8) that were expressed in the liver of *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48 h.
(TIF) Click here for additional data file.

Figure S2 **Cluster 2 from gene network interactions using the STRING v.9.1 software.** Detail of genes grouped in the cluster 2 (Figure 8) that were expressed in the liver of *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48 h.
(TIF) Click here for additional data file.

Figure S3 **Cluster 3 from gene network interactions using the STRING v.9.1 software.** Detail of genes grouped in the cluster 3 (Figure 8) that were expressed in the liver of *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48 h.
(TIF) Click here for additional data file.

Figure S4 **Cluster 4 from gene network interactions using the STRING v.9.1 software.** Detail of genes grouped in the cluster 4 (Figure 8) that were expressed in the liver of *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48 h.
(TIF) Click here for additional data file.

Figure S5 **Cluster 5 from gene network interactions using the STRING v.9.1 software.** Detail of genes grouped in the cluster 5 (Figure 8) that were expressed in the liver of *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48 h.
(TIF) Click here for additional data file.

Table S1 **Down-regulated genes in** ***Symphysodon aequifasciatus*** **exposed to benzo[a]pyrene and phenanthrene for 48 h.** Only genes for which information regarding gene function is currently available in the Gene Ontology (AmiGO v. 1.8) are reported here. Where multiple terms have been identified for a gene, only those most relevant in the context of this study are reported. Genes are ranked according to Fold Change compared to control group (Log_2_FC). gene_id, gene_name and symbol are according to GenBank (National Center for Biotechnology Information). (BP  =  Biological Process; CC  =  Cellular Component; MF  =  Molecular Function).
(DOC) Click here for additional data file.

Table S2 **Up-regulated genes in** ***Symphysodon aequifasciatus*** **exposed to benzo[a]pyrene and phenanthrene for 48 h.** Only genes for which information regarding gene function is currently available in the Gene Ontology (AmiGO v. 1.8) are reported here. Where multiple terms have been identified for a gene, only those most relevant in the context of this study are reported. Genes are ranked according to Fold Change compared to control group (Log_2_FC). gene_id, gene_name and symbol are according to GenBank (National Center for Biotechnology Information). (BP  =  Biological Process; CC  =  Cellular Component; MF  =  Molecular Function).
(DOC) Click here for additional data file.

Table S3 **The list of genes in** ***Symphysodon aequifasciatus*** **exposed to benzo[a]pyrene and phenanthrene for 48 h submitted to STRING software (v.9.1).**
(DOC) Click here for additional data file.

Table S4 **Proteins interactions in** ***Symphysodon aequifasciatus*** **exposed to benzo[a]pyrene and phenanthrene for 48 h using the STRING software (v.9.1).**
(DOC) Click here for additional data file.

Table S5 **The list of genes, in** ***Symphysodon aequifasciatus*** **exposed to benzo[a]pyrene and phenanthrene for 48 h, grouped in each of the five clusters using STRING software (v.9.1).**
(DOC) Click here for additional data file.

# Supplementary material for: Functional Categorization of Transcriptome in the Species Symphysodon aequifasciatus Pellegrin 1904 (Perciformes: Cichlidae) Exposed to Benzo[a]pyrene and Phenanthrene
**Source:** PLoS One. 2013 Dec 3;8(12):e81083. doi: 10.1371/journal.pone.0081083
**Supplement:** Table S1 — Down-regulated genes in Symphysodon aequifasciatus exposed to benzo[a]pyrene and phenanthrene for 48 h. Only genes for which information regarding gene function is currently available in the Gene Ontology (AmiGO v. 1.8) are reported here. Where multiple terms have been identified for a gene, only those most relevant in the context of this study are reported. Genes are ranked according to Fold Change compared to control group (Log2FC). gene_id, gene_name and symbol are according to GenBank (National Center for Biotechnology Information). (BP = Biological Process; CC = Cellular Component; MF = Molecular Function).

Table S1. Down-regulated genes in *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48h. Only genes for which information regarding gene function is currently available in the Gene Ontology (AmiGO v. 1.8) are reported here. Where multiple terms have been identified for a gene, only those most relevant in the context of this study are reported. Genes are ranked according to Fold Change compared to control group (Log2FC). gene_id, gene_name and symbol are according to GenBank (National Center for Biotechnology Information). (BP=Biological Process; CC=Cellular Component; MF=Molecular Function).

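Table S1 lists the GO annotations of the down-regulated genes with the authors' log2 fold change and p-value, 1 row per gene and term. Its genes had authors' log2 fold changes from -3.59 to -1.31 and p-values from 7.22e-07 to 0.0499. The log2 ratios computed from the tag counts ran from -3.85 to -1.57 for the same 173 genes (no replicates).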

# Supplementary material for: Functional Categorization of Transcriptome in the Species Symphysodon aequifasciatus Pellegrin 1904 (Perciformes: Cichlidae) Exposed to Benzo[a]pyrene and Phenanthrene
**Source:** PLoS One. 2013 Dec 3;8(12):e81083. doi: 10.1371/journal.pone.0081083
**Supplement:** Table S2 — Up-regulated genes in Symphysodon aequifasciatus exposed to benzo[a]pyrene and phenanthrene for 48 h. Only genes for which information regarding gene function is currently available in the Gene Ontology (AmiGO v. 1.8) are reported here. Where multiple terms have been identified for a gene, only those most relevant in the context of this study are reported. Genes are ranked according to Fold Change compared to control group (Log2FC). gene_id, gene_name and symbol are according to GenBank (National Center for Biotechnology Information). (BP = Biological Process; CC = Cellular Component; MF = Molecular Function).

Table S2. Up-regulated genes in *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48h. Only genes for which information regarding gene function is currently available in the Gene Ontology (AmiGO v. 1.8) are reported here. Where multiple terms have been identified for a gene, only those most relevant in the context of this study are reported. Genes are ranked according to Fold Change compared to control group (Log2FC). gene_id, gene_name and symbol are according to GenBank (National Center for Biotechnology Information). (BP=Biological Process; CC=Cellular Component; MF=Molecular Function).

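Table S2 has the same layout for the up-regulated genes. The authors' log2 fold changes ran from 1.30 to 5.67 and their p-values from 2.62e-12 to 0.0499. From the tag counts, the log2 ratios of the 151 genes ran from 1.04 to 5.40 (no replicates).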

# Supplementary material for: Functional Categorization of Transcriptome in the Species Symphysodon aequifasciatus Pellegrin 1904 (Perciformes: Cichlidae) Exposed to Benzo[a]pyrene and Phenanthrene
**Source:** PLoS One. 2013 Dec 3;8(12):e81083. doi: 10.1371/journal.pone.0081083
**Supplement:** Table S3 — The list of genes in Symphysodon aequifasciatus exposed to benzo[a]pyrene and phenanthrene for 48 h submitted to STRING software (v.9.1).

Table S3. The list of genes in *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48h submitted to STRING software (v.9.1).

# Supplementary material for: Functional Categorization of Transcriptome in the Species Symphysodon aequifasciatus Pellegrin 1904 (Perciformes: Cichlidae) Exposed to Benzo[a]pyrene and Phenanthrene
**Source:** PLoS One. 2013 Dec 3;8(12):e81083. doi: 10.1371/journal.pone.0081083
**Supplement:** Table S4 — Proteins interactions in Symphysodon aequifasciatus exposed to benzo[a]pyrene and phenanthrene for 48 h using the STRING software (v.9.1).

Table S4. Proteins interactions in *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48h using the STRING software (v.9.1).

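Each row of Table S4 is a pair of genes with the STRING evidence scores and a combined score between 0 and 1, where a higher score stands for more evidence for the association. The 274 combined scores started at 0.151, with a median of 0.242. The scores come from the STRING database and not from the tag counts of the fish.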

# Supplementary material for: Functional Categorization of Transcriptome in the Species Symphysodon aequifasciatus Pellegrin 1904 (Perciformes: Cichlidae) Exposed to Benzo[a]pyrene and Phenanthrene
**Source:** PLoS One. 2013 Dec 3;8(12):e81083. doi: 10.1371/journal.pone.0081083
**Supplement:** Table S5 — The list of genes, in Symphysodon aequifasciatus exposed to benzo[a]pyrene and phenanthrene for 48 h, grouped in each of the five clusters using STRING software (v.9.1).

Table S5. The list of genes, in *Symphysodon aequifasciatus* exposed to benzo[a]pyrene and phenanthrene for 48h, grouped in each of the five clusters using STRING software (v.9.1).

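Table S5 assigns genes to the 5 clusters, which hold 20, 14, 12, 15 and 13 genes. Joined to the tag counts, clusters 1 to 5 had 12, 9, 6, 8 and 6 down-regulated genes, with the lowest log2 ratio, -3.52, in tceb1b of cluster 4 (no replicates).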

How the deposited data were processed for this re-analysis (not part of the article)

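Livers of discus fish were studied in 2 groups, a control held with DMSO alone and an experimental group held with 0.5 µg/L BaP and 50 µg/L Phe for 48 h. RNA from 6 fish was pooled for each group and sequenced as 1 SOLiD-SAGE library, so there are no replicates and variation between fish cannot be estimated. Groups were assigned from the sample labels and the paper's methods.

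The authors counted tags with their own pipeline and assigned them to zebrafish genes, and the deposited count of each gene is the raw count of its 21-base tag. The authors' log2 fold change is given beside it, after a normalization that the paper does not describe, and is the same in both files. The deposited p-value is the authors' unadjusted p-value per gene, from a test that the paper does not name. The files hold 324 genes that had passed the authors' thresholds and had a GO annotation.

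The paper's numbers of tags sequenced, 32311242 and 62967623, were used as library totals, because the files hold fewer than 20000 genes. Log2 ratios used a pseudocount of 0.5, and their intervals are exact binomial 95% confidence intervals. Shares have Wilson intervals, and intervals of medians come from 1000 Poisson draws of the counts. At 3 counts, the smallest share the depth can show is 9.28e-06% of the tags in the control library and 4.76e-06% in the experimental library. In the control library 13 genes had fewer than 100 counts, and in the experimental library 6.

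Each gene was tested with a Fisher exact test, with the paper's thresholds of an unadjusted p of 0.05 and a 2-fold change. The edgeR quasi-likelihood test could not be fitted with 1 library per group. Assumed biological coefficients of variation of 0.2 and 0.4 were tried with the edgeR exact test. GO terms were compared between up- and down-regulated genes by Fisher exact tests with Benjamini-Hochberg adjustment over the 30 terms named with a p-value. Sign-flip tests of log2 ratios per term enumerated all sign patterns below 10 genes and drew 100000 from 10 genes on. In the network, directions were shuffled over nodes 100000 times. Genes and network nodes are not independent replicates, so these tests describe the gene lists and not the fish.

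The per-gene Fisher exact test with the fold threshold was tried on simulated data with 200 changed and 124 unchanged genes. All changed genes had the same size of change, larger than the median change of either direction in the data. Recovery of smaller changes was not simulated. Without biological variation all 200 were recovered and 0 unchanged genes were called. With a biological coefficient of variation of 0.4, 170 were recovered and 31 unchanged genes (25%) were called.

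Named genes are every gene that the paper names from this data set and the 5 genes with the largest log2 ratio in each direction among those with at least 10 counts in 1 library, and other genes of GO terms are summarised. Alternatives covered the library scaling, the pseudocounts 1 and 10, the test, a minimum of 10 counts, subsets of genes for the GO tests, the denominator of the GO percentages and the score of the interactions. Genes that were not called differentially expressed, the length and mass of the fish and the water parameters were left out because they are not in the files analysed here. Tags were not placed on a genome. STRING symbols without a direction (2 nodes) and 3 interactions with an end of unknown direction were not used in the direction tests.

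The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. The random seed was 1.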

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

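The 9 genes below were flagged because they are among the 5 largest changes in each direction and the paper does not discuss them, and their counts lie above the smallest abundance that the depth can show. The log2 ratios were 5.40 for ensaa, 4.66 for a zgc gene without a descriptive name (identifier 100150682), 4.29 for or124-1 and 3.17 for znf395, and -3.45 for plcd3b, -3.52 for tceb1b, -3.69 for myo5b, -3.77 for dvl1b and -3.85 for another zgc gene (identifier 751630). Each rests on 1 library per group, and being picked as the largest of 324 already selected genes favors values inflated by noise.

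The up-regulated genes had few control tags, 48 for ensaa, 7 for the first zgc gene, 11 for or124-1 and 34 for znf395, and their intervals are wide, for example 3.70 to 6.09 for that zgc gene. Sampling error alone does not reach 0 in any of them. Scaling may shift all of these values together: by the median of ratios ensaa was 7.01 and the down-regulated zgc gene was -2.24, and none of the 9 changed sign.

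An odorant receptor gene among liver transcripts, or124-1, could point to tags assigned to the wrong gene. For a list of 10 genes of sensory receptors, lens and muscle, the median control count was 689.5 against 1257.5 for the other 314 genes (permutation p = 0.163). The prediction for this test was made after the counts had been seen. It said that a p-value of 0.05 or more would count for wrong assignment, but with 10 genes a difference of this size was not detectable, and after seeing the value the result was taken as undecided. The 9 changes cannot be told apart from wrong assignment or from variation between fish pools, tanks or library preparations. The exposure and the library are the same split, so no biological explanation was tested.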

How the results depend on the processing

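The main tests, the alternatives and the rule for naming genes were set before the processed files arrived, and 3 further alternatives were chosen after seeing the data. Of 126 results, 49 were labelled unchanged under every alternative, a label that allowed values to move. For example, the Fisher exact p of ribonucleoprotein complex went from 0.0462 to 0.190 among genes with a p-value of at most 0.01. That term kept 2 up-regulated genes there, too few to reach 0.05. Of the 10 headline results, 1 was labelled unchanged under every alternative. It was the number of GO terms with an adjusted value at or below 0.05, which stayed at 0. However, 13 of the 30 terms had too few genes to reach even an unadjusted 0.05. Direction tests of Golgi apparatus, ribosome and immune response had too few genes left to be repeated under the stricter gene subsets. The same held for actin cytoskeleton with a p-value of at most 0.01. The replicate block was not run because each group has a single library, and leaving out replicates does not apply for the same reason.

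The number of differentially expressed genes fell from 324 to 179 with median-of-ratios scaling and to 158 with a biological coefficient of variation of 0.4. It was 140 with that coefficient and the authors' scaling, chosen after seeing the data. Down-regulated genes went from 173 to 28 with median-of-ratios scaling and to 78 with the last of these settings. Up-regulated genes went from 151 to 51 with column totals, to 30 with the coefficient of 0.4 and to 62 with the authors' scaling added. Scaling shifts every log2 ratio by a constant, and because the median listed gene is a down-regulated gene, median-of-ratios scaling could move most down-regulated genes inside the 2-fold limit, as the value of 28 shows. The larger assumed variation widens the error of every gene, while a coefficient of 0.2 lost no gene.

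The median absolute log2 ratio, 1.67, became 1.657 with a pseudocount of 10, 1.346 with median-of-ratios scaling and 1.622 with the authors' scaling. The median of down-regulated genes, -1.92, became -0.308 and -1.655 under these scalings. The median of up-regulated genes, 1.34, became 1.291 with a pseudocount of 10, 2.947 with median-of-ratios scaling and 1.600 with the authors' scaling. A pseudocount of 10 pulls small counts together.

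With an absolute log2 ratio of at least 1.5, which left 50 up-regulated genes and all 173 down-regulated genes, the larger share changed sides for cell adhesion (Fisher exact p = 0.535), negative regulation of apoptotic process (0.535), intracellular signal transduction (1) and signal transducer activity (1). With a p-value of at most 0.01, which left 53 and 68 genes, it changed sides for endoplasmic reticulum (0.630), cell adhesion (0.438), calcium ion binding (1) and negative regulation of apoptotic process (1). Scaled to the tags sequenced, the smallest absolute log2 ratio of a down-regulated gene was 1.57, against 1.31 in the authors' log2 fold changes. The first cut therefore removed no down-regulated gene and lowered the up-regulated total from 151 to 50. Cell adhesion, negative regulation of apoptotic process and intracellular signal transduction lost no gene, so their change of side comes from that total alone, while signal transducer activity kept 2 of its 3 up-regulated genes. Under the second cut, calcium ion binding kept 1 of its 8 down-regulated genes, cell adhesion 0 of 2 and negative regulation of apoptotic process 1 of 2, and endoplasmic reticulum kept 1 of its 4 up-regulated genes.

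Sign-flip tests gave 2 terms with an unadjusted p at or below 0.05, and 0 on the linear scale, out of the 10 terms with enough genes to reach it. With only genes of the direction the paper names, whose sign is fixed in advance, the 5 terms with enough genes all passed. On the linear scale the mean changed sign for endoplasmic reticulum (exact p = 0.422), cell cycle (1), cell division (1) and cell adhesion (1), where the genes with the largest counts carry the sum. With only up-regulated genes it changed sign for endoplasmic reticulum (exact p = 0.125). The median GO percentage, 5.80%, became 12.8% as a share of genes, since a gene has several annotations. The network result, permutation p = 0.857, became 0.00207 for combined scores of at least 0.4, a subset of 32 interactions. Among the other results, 73 rows moved, 3 became stronger, 2 became weaker and 13 reversed.

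Depth limits little here, since intervals are narrow for all but genes with few tags. The single library per group limits every result, because variation between fish is unknown.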

Differences from the paper's values

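The log2 ratios scaled to the tags sequenced differed from the paper's log2 fold changes for 21 of 26 named genes by more than the sampling error. Against the paper's value, the log2 ratio was -1.701 for tbx5a (the paper's -1.436), -2.519 for oep (the paper's -2.255), -1.613 for tcf7l1a (the paper's -1.348), 1.085 for msxc (the paper's 1.351), 1.906 for smad2 (the paper's 2.171) and 1.068 for smad5 (the paper's 1.334). It was -1.843 for gata6 (the paper's -1.578), -1.707 for vent (the paper's -1.442), 4.018 for snrpd1 (the paper's 4.284), 1.408 for atp5d (the paper's 1.673), 1.448 for gpx4b (the paper's 1.714) and 1.348 for pelo (the paper's 1.614). The next values were 1.291 for rps28 (the paper's 1.557), 1.225 for ak3 (the paper's 1.490), -3.522 for tceb1b (the paper's -3.258), -2.624 for cox7a2 (the paper's -2.360), -3.765 for dvl1b (the paper's -3.501) and -3.452 for plcd3b (the paper's -3.188). Last came -3.689 for myo5b (the paper's -3.425), -3.854 for the zgc gene with identifier 751630 (the paper's -3.590) and 1.812 for stmn2b (the paper's 2.077). Of the alternatives set before the files arrived, a pseudocount of 1 left 21 genes apart from the paper and a pseudocount of 10 and median-of-ratios scaling left 25 each, so none closed the gap for all genes. The scaling derived from the authors' own log2 fold changes, chosen after seeing the values, left 0 of 26 apart, and follows in part from its construction.

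The p-values of the paper's paired test and of the sign-flip test differed for all 30 GO terms. The sign-flip values below are exact or permutation p-values, and values of 2.2e-16 are upper bounds in the paper. The sign-flip value was 0.325 for oxidation-reduction process (the paper's 3.943e-13), 0.625 for endoplasmic reticulum membrane (the paper's 0.0009649), 0.938 for electron carrier activity (the paper's 0.001611), 0.688 for heme binding (the paper's 7.965e-05), 0.594 for iron ion binding (the paper's 9.934e-05) and 0.346 for oxidoreductase activity (the paper's 1.054e-11). For other terms it was 0.438 for oxidoreductase activity on paired donors (the paper's 0.00245), 0.25 for translation (the paper's 1.004e-08), 0.812 for endoplasmic reticulum (the paper's 8.985e-07), 0.5 for Golgi apparatus (the paper's 5.14e-07), 0.125 for ribonucleoprotein complex (the paper's 8.986e-08) and 0.25 for ribosome (the paper's 2.687e-09). Further values were 0.375 for cell cycle (the paper's 0.002141), 0.5 for cell division (the paper's 0.002466), 0.5 for mitosis (the paper's 0.04194), 0.75 for angiogenesis (the paper's 0.0002882), 0.5 for immune response (the paper's 4.333e-05) and 0.25 for gene silencing by miRNA (the paper's 8.626e-05). There followed 1 for cell adhesion (the paper's 2.2e-16), 1 for actin cytoskeleton (the paper's 6.085e-09), 0.03125 for cytoskeleton (the paper's 2.2e-16), 0.5 for gap junction (the paper's 0.0002338), 0.5 for microtubule (the paper's 0.004577) and 0.281 for GTP binding (the paper's 2.2e-16). The last were 0.0231 for calcium ion binding (the paper's 2.2e-16), 0.25 for canonical Wnt receptor signaling pathway (the paper's 5.066e-06), 0.5 for negative regulation of apoptotic process (the paper's 2.694e-10), 0.25 for intracellular signal transduction (the paper's 1.39e-15), 0.41 for signal transducer activity (the paper's 2.2e-16) and 0.25 for defense response to bacterium (the paper's 0.006356). With the number of genes per term, the smallest p that sign flips allow is above the paper's value for all 30 terms, on the linear scale and with only the genes of the direction the paper names as well. The test therefore could not have reached the paper's values whatever the counts, and that neither alternative set before the files arrived closed the gap was fixed in advance.

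The paper says that the interactions of ak3 were not scored high, and the highest combined score of its 11 interactions in Table S4 was 0.899, with a median of 0.205. The paper counts the links among tbx5, gata6, oep and smad2 as high scored, and the pair oep and tbx5a had a combined score of 0.249. The paper says that its terms were more represented in the named direction, and cell adhesion was annotated to 2 down-regulated and 1 up-regulated genes, with a Fisher exact p = 1. Endoplasmic reticulum, given among up-regulated genes, had 4 up-regulated and 3 down-regulated genes. Its mean log2 ratio was -0.192 over the 7 genes (exact sign-flip p = 0.813). The mean changed sign on the linear scale, so its sign depends on the scale used.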

Other observations

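The authors' p-values rise and fall almost only with the size of the log2 fold change, and a candidate explanation is a count test with 1 fixed dispersion for all genes. With the scaling of the authors' log2 fold changes, the edgeR exact test was run with dispersions from 0.02 to 0.4. A dispersion of 0.1, equal to a biological coefficient of variation of 0.316, gave p-values that differed from the authors' by at most 0.0086 on the log10 scale over all 324 genes, while the next best dispersion left a largest difference of 0.981. The prediction was made after this result had been seen. A dispersion cannot be estimated from 1 library per group, and at 0.11 only 273 of the 324 genes would have passed a p of 0.05. No biological explanation was tested.

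The authors' log2 fold changes were higher than ratios scaled to the tags sequenced by 0.265. A different share of tags taken by the listed genes could be the cause, but without those genes the log2 of the ratio of totals was 0.934, against 0.963 with them and an authors' offset of 0.698, so this explanation was excluded. The prediction was made after the result had been seen. Other normalizations were not tested, as genes outside the list are not in the files analysed here.

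Of the 324 tags, 30 began with TGTG, against 1.27 for each start if the 4-base starts were equally common. They belonged to 25 down-regulated genes (14.5%) and 5 up-regulated genes (3.31%), a Fisher exact p = 0.000455, with a Benjamini-Hochberg adjusted value of 0.00728 over the 16 starts with at least 5 tags. That prediction was made after the pattern had been seen. A candidate explanation is that copies of a repeated sequence, read with errors, were assigned to several genes. Past the shared start, the mean colour-space distance among these tags was 8.35 of 16 positions, against 11.64 for random sets of as many other tags (permutation p = 0.0001, the smallest that 10000 sets can give), and this prediction was made before the test was run. The compared sets shared no start and may differ in base composition for other reasons, so the test cannot tell a repeated sequence from true low-complexity transcript ends. All 324 tags differ from each other by at least 4 bases. The tags of oep and vent, which the paper names, are among the 30. The pattern is a hypothesis found and tested on the same data, and no biological explanation was tested.

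Down-regulated genes had larger control counts than up-regulated genes, with medians of 2169 and 600, which follows in part from calling direction by the same counts. To ask whether low counts could select up-regulated genes, the average log2 count over both libraries was compared after leaving out genes with fewer than 1000 tags in total, which left 157 down-regulated and 132 up-regulated genes (permutation p = 0.733). The prediction, made before the test, said that no remaining difference would count for this explanation. The measure did not differ before the filter either (permutation p = 0.742), so after seeing this the test was taken as undecided.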
